# Therapy-induced secretion of spliceosomal components mediates pro-survival crosstalk between ovarian cancer cells

**DOI:** 10.1038/s41467-024-49512-6

**Published:** 2024-06-19

**Authors:** Victoria O. Shender, Ksenia S. Anufrieva, Polina V. Shnaider, Georgij P. Arapidi, Marat S. Pavlyukov, Olga M. Ivanova, Irina K. Malyants, Grigory A. Stepanov, Evgenii Zhuravlev, Rustam H. Ziganshin, Ivan O. Butenko, Olga N. Bukato, Ksenia M. Klimina, Vladimir A. Veselovsky, Tatiana V. Grigorieva, Sergey Y. Malanin, Olga I. Aleshikova, Andrey V. Slonov, Nataliya A. Babaeva, Lev A. Ashrafyan, Elena Khomyakova, Evgeniy G. Evtushenko, Maria M. Lukina, Zixiang Wang, Artemiy S. Silantiev, Anna A. Nushtaeva, Daria D. Kharlampieva, Vassili N. Lazarev, Arseniy I. Lashkin, Lorine K. Arzumanyan, Irina Yu. Petrushanko, Alexander A. Makarov, Olga S. Lebedeva, Alexandra N. Bogomazova, Maria A. Lagarkova, Vadim M. Govorun

**Keywords:** Ovarian cancer, Proteomic analysis, Proteomics, Mass spectrometry, Transcriptomics

## Abstract

Ovarian cancer often develops resistance to conventional therapies, hampering their effectiveness. Here, using ex vivo paired ovarian cancer ascites obtained before and after chemotherapy and in vitro therapy-induced secretomes, we show that molecules secreted by ovarian cancer cells upon therapy promote cisplatin resistance and enhance DNA damage repair in recipient cancer cells. Even a short-term incubation of chemonaive ovarian cancer cells with therapy-induced secretomes induces changes resembling those that are observed in chemoresistant patient-derived tumor cells after long-term therapy. Using integrative omics techniques, we find that both ex vivo and in vitro therapy-induced secretomes are enriched with spliceosomal components, which relocalize from the nucleus to the cytoplasm and subsequently into the extracellular vesicles upon treatment. We demonstrate that these molecules substantially contribute to the phenotypic effects of therapy-induced secretomes. Thus, SNU13 and SYNCRIP spliceosomal proteins promote therapy resistance, while the exogenous U12 and U6atac snRNAs stimulate tumor growth. These findings demonstrate the significance of spliceosomal network perturbation during therapy and further highlight that extracellular signaling might be a key factor contributing to the emergence of ovarian cancer therapy resistance.

## Abstract (web summary)

Ovarian cancers frequently develop resistance to therapy. Here, using transcriptomics, proteomics, and preclinical models to analyse paired ascitic fluids before and after chemotherapy in ovarian cancer patients, the authors discover that extracellular secretion and spliceosomal components contribute to therapy resistance, enhancing the DNA damage response in recipient cancer cells.

## Introduction

Despite recent therapeutic advancements, ovarian cancer continues to exhibit the highest mortality rate among gynecological malignancies. In most cases, ovarian cancer is managed through repeated cycles of platinum-based chemotherapy. Although tumors initially respond to this treatment, they inevitably develop drug resistance, leading to relapse in approximately 80% of patients within 6-12 months after chemotherapy^1^. The acquisition of drug resistance during therapy has long been viewed as a process entirely confined to the molecular events occurring within cancer cells. Indeed, some tumor cells manage to evade therapeutic compounds by stimulation of drug efflux (owing to enhanced expression of multidrug resistance genes: *MDR1*, *MRP1*, *BCRP*, etc.), downregulation of apoptotic pathways (through de novo mutations in tumor suppressor genes like *TP53*, *BRCA1/2*, *ATM*), modification of targeted proteins or activation of alternative signaling pathways^2–4^. However, recent data suggest an interesting scenario where the cancer cell death induced by initial therapy promotes subsequent expansion of the survived clones^5–7^.

Ovarian tumors exhibit significant intercellular heterogeneity in response to drugs, with most cancer cells succumbing to therapeutic pressure while some persistent cells survive drug exposure^6,8–14^. Single-cell RNA sequencing data has unveiled that these resistant subpopulations of ovarian cancer cells either exist at the beginning of tumorigenesis and expand after chemotherapy^15,16^ or are generated during chemotherapy^12^. However, the precise mechanism driving the accelerated expansion of therapy-resistant clones remains elusive.

During chemotherapy, dying tumor cells become integral to the tumor microenvironment, releasing molecules that stimulate the proliferation of the remaining cancer cells^5,7,17,18^. This phenomenon, which ensures rapid tumor repopulation after initial treatment response, has been recognized in medical practice but is poorly studied at the molecular level. Understanding the nature of these extracellular signaling networks and developing approaches to inhibit them could shed light on the mechanism behind tumor cell adaptation to treatment and enhance the efficacy of standard chemotherapy. However, most studies have primarily focused on identifying signaling cascades within cancer cells that are activated in response to therapy-induced secretomes^5,17,18^ or conducting proteomic analyses of secretomes without evaluating their biological significance^19,20^. Furthermore, the analysis of tumor secretomes is usually performed using cell cultures or animal models^5,7,17,21^, while research on patient-derived tumor secretomes ex vivo faces challenges due to limited access to suitable biological material. Notably, ovarian carcinomas provide a unique opportunity for such investigations^22^. Advanced ovarian cancer is often accompanied by ascites, excessive fluid accumulation in the abdominal cavity^23^, and routine medical care involves ascites drainage. Chemotherapy have been observed to reduce ascites volume, reaching up to an 80% reduction, with regression defined as an ascites volume below 500 ml. However, cases of intractable ascites may persist, particularly in patients with chemoresistant or recurrent disease, indicating a challenging clinical scenario with an associated poor prognosis^24–26^. Within cancer ascites, tumor cells, along with tumor-associated immune and stromal cells, create a unique microenvironment that fosters cancer progression, chemoresistance development, and immune system suppression^27^.

In this work, we conducted a comprehensive analysis of changes in ovarian cancer cell secretomes induced by chemotherapy ex vivo and in vitro. Our findings unveil a molecular mechanism contributing to the acquisition of therapy resistance in cancer cells.

## Results

### Ovarian cancer ascites after chemotherapy contributes to de novo therapy resistance

To explore alterations in ovarian cancer cells and their microenvironment in response to neoadjuvant chemotherapy, we obtained a collection of paired ascitic fluids from the same ovarian cancer patients before and after chemotherapy (Supplementary Data 1, Sheets 1-2). We separated ascites into extracellular fluid and cancer cells, using the latter to establish primary cultures of ovarian cancer cells (Fig. 1A, left panel). Established primary cultures were stained for ovarian cancer markers CA125, EpCam, and CD44 (Supplementary Fig. 1A). We assessed the sensitivity of these low-passage cultures to cisplatin, one of the main drugs in ovarian cancer treatment. As expected, our results demonstrated that tumor primary cultures obtained after chemotherapy exhibited significantly higher resistance to cisplatin compared to their chemotherapy-naive counterparts (Fig. 1B; Supplementary Fig. 1B).

**Fig. 1:**
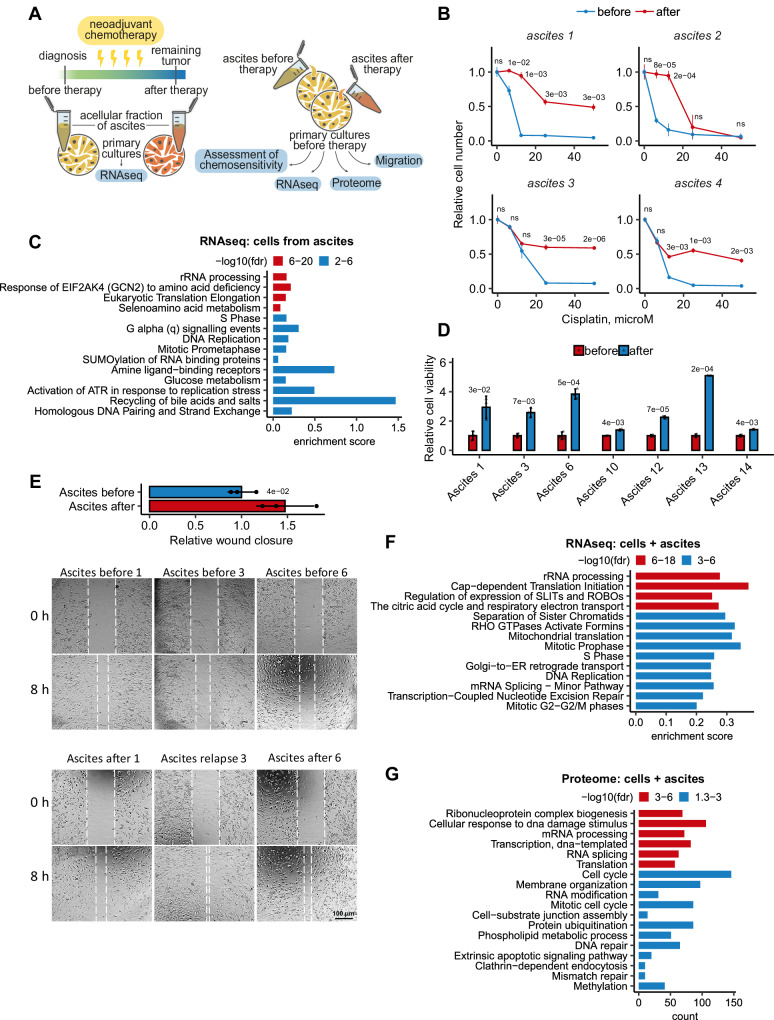
Ovarian cancer ascites after chemotherapy contributes to de novo therapy resistance. **A** Scheme showing the collection and processing of paired ascitic fluids isolated from patients before and after chemotherapy (left panel). Experimental workflow used to assess the effect of paired ascitic fluids before and after chemotherapy on phenotype and behavior of primary cultures of ovarian cancer cells (right panel). **B** In vitro viability assay of ovarian cancer cells isolated from paired ascites before (blue curves) and after (red curves) chemotherapy and subsequently treated with different concentrations of cisplatin. Dose-response curves of ovarian cancer cells were determined by an MTT assay on day 2 after cisplatin adding. The data represent the mean values ± SD (standard deviation) (*n* = 3 biologically independent experiments). **С** GSEA analysis of gene expression in ovarian cancer cells isolated from ascites after chemotherapy versus cells isolated from ascites before therapy. The *X*-axis represents GSEA enrichment score. **D** Primary cultures of ovarian cancer cells were pre-incubated for 3 days with autologous ascites before (blue bars) and after (red bars) chemotherapy, and then cancer cells were treated with cisplatin (10 µM). In vitro cell viability was assessed on day 2 after cisplatin adding using MTT assay. The data represent the mean values ± SD (*n* = 3 biologically independent experiments). **E** Wound healing assay of primary cultures of ovarian cancer cells that were pre-incubated for 3 days with autologous ascites before and after chemotherapy. The width of the wound area was measured immediately after scratching (0 h) and the relative closure was measured after 8 h for three primary cultures of ovarian cancer cells. The bar graph illustrates wound closure, expressed as the fold change, denoting the ratio of mean values of wound widths between two states: cell cultures pre-treated with ascites after chemotherapy relative to cells pre-treated with ascites before chemotherapy. The data represent the mean values ± SD (*n* = 3 biologically independent experiments). **F** GSEA analysis of gene expression in ovarian cancer cells pre-incubated for 3 days with autologous ascites after chemotherapy versus ascites before therapy. The *X*-axis represents GSEA enrichment score (*p*-values are indicated by colors). **G** Gene Ontology enrichment analysis of proteins whose abundance increased at least 2 times in ovarian cancer cell cultures incubated for 3 days with autologous ascites after chemotherapy versus ascites before therapy. The *X*-axis represents the number of proteins associated with each pathway (*p*-values are indicated by colors). The *p*-value was obtained by two-tailed unpaired Student’s *t* test (**B**, **D**, **E**). ClusterProfiler was used for functional enrichment analysis with all genes as background (**G**). Gene expression signature analysis was performed using the “signatureSearch” packages in “R” against the Reactome database (**C**, **F**). A hypergeometric test was carried out and all significant categories (false discovery rate < 0.05, after correction for multiple testing using the Benjamini–Hochberg procedure) are displayed. Source data are provided as a Source Data file.

Previous studies have convincingly shown that tumor cells that die during therapy can reduce therapy efficacy by releasing various signaling molecules that accelerate the repopulation of residual tumor cells^5–7^. To investigate the role of this mechanism in ovarian cancer, we incubated chemotherapy-naive primary ovarian cancer cell cultures with autologous ascitic fluids (25% v/v) obtained from patients before and after chemotherapy. Then, we evaluated various parameters, including sensitivity to cisplatin treatment, cell migration, and whole transcriptome and proteome alterations (Fig. 1A, right panel). Our data revealed that ascitic fluids obtained after chemotherapy led to a four-fold increase in cisplatin resistance in cancer cells (Fig. 1D) and stimulated tumor cell motility (Fig. 1E) compared to chemonaive ascites. For a more precise characterization of effects of ovarian cancer ascites, we conducted RNAseq and proteomic analyses of several primary ovarian cancer cell cultures incubated with autologous pre- or post-chemotherapy ascitic fluids for three days (Supplementary Data 3). Among these cultures, the majority represented epithelial ovarian cancer (EOC), while one represented neuroendocrine ovarian tumor (Supplementary Data 3, Sheet 2). Enrichment analysis of differentially expressed genes and proteins unveiled prominent upregulation DNA repair and cell cycle regulation pathways in tumor cells incubated with EOC ascitic fluids after chemotherapy (Fig. 1F, G). Consistent results were observed in the primary cell culture from neuroendocrine ovarian cancer (Supplementary Fig. 1C).

Thus, we demonstrated that ascitic fluids after chemotherapy contain components that substantially contribute to the development of a more aggressive cancer cell phenotype. To determine which ascitic fluid fraction is responsible for the observed effects, we fractionated post-chemotherapy ascitic fluid using ultrafiltration cartridges with molecular weight cut-offs of 3, 10, 30, and 100 kDa Supplementary Fig. 1D). Our data indicated that fraction greater than 100 kDa exhibited the most pronounced stimulation of chemoresistance, suggesting that the primary contributors to chemoresistance acquisition may be large protein complexes or components of extracellular vesicles circulating within ascitic fluids.

### Malignant ascitic fluids after chemotherapy are enriched with spliceosomal components

To determine signaling molecules contributing to therapy resistance development, we examined changes in cancer cell secretome in response to chemotherapy in a natural microenvironment. Employing LC-MS/MS, we scrutinized the proteomic profiles of paired ascitic fluids obtained from 10 ovarian cancer patients before and after chemotherapy (Fig. 2A; Supplementary Data 1, Sheets 1–2). Intriguingly, clustering of the proteomic data was not determined by individual patients but rather by the presence or absence of therapy (Fig. 2B; Supplementary Fig. 1E), suggesting that neoadjuvant chemotherapy induces significant changes in ascites composition, and these changes exhibit similarity across different patients.

**Fig. 2:**
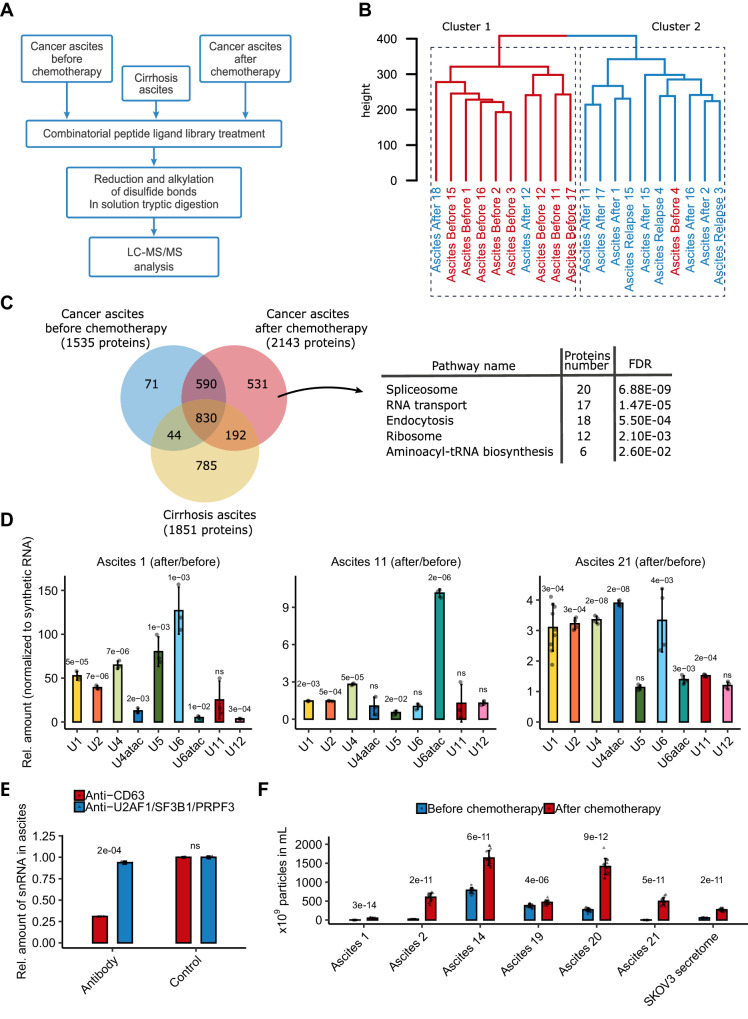
Malignant ascitic fluids after chemotherapy are enriched with spliceosomal components. **A** Experimental scheme for proteomic analysis of the ascites samples. **B** Hierarchical clustering dendrogram of proteomic profiles of paired ascitic fluids before (red) and after (blue) chemotherapy. **C** Left panel: Venn diagram representing the proteins identified in ovarian cancer ascitic fluids before chemotherapy (blue circle), ovarian cancer ascitic fluids after chemotherapy (red circle), and cirrhosis ascitic fluids (yellow circle, according to our previously published data). Right panel: Results of the KEGG enrichment analysis of proteins identified only in ovarian cancer ascites after chemotherapy (*p*-values are indicated). **D** RT-qPCR analysis of 9 spliceosomal snRNAs in paired ascitic fluids before and after chemotherapy. Bars represent the level of each snRNA in ascitic fluid after therapy compared to samples before therapy (*n* = 3 biologically independent samples). Data represent the mean values ± SD (standard deviation). **E** RT-qPCR analysis of spliceosomal snRNAs in pool of ascitic fluids from 3 patients after immunodepletion of snRNP complexes (using a mix of antibodies against U2AF1, SF3B1, and PRPF8) or extracellular vesicles (using an antibody against CD63) (*n* = 3 biologically independent samples). Data represent the mean values ± SD. **F** Nanoparticle tracking analysis of extracellular vesicles isolated from paired ovarian cancer ascitic fluids or secretomes (secretomes were collected as indicated in Fig. 3B) before (blue) and after (red) chemotherapy (*n* = 14 biologically independent samples). Data represent the mean values ± SD. The *p*-value was obtained by two-tailed unpaired Student’s *t* test (**D**, **E**, **F**). Source data are provided as a Source Data file.

In total, we detected 2,258 proteins within tumor ascites (Fig. 2C; Supplementary Data 4, Sheet 1). Enrichment analysis of differentially abundant proteins (at least 2-fold) revealed that ascites after chemotherapy are enriched with the clusters of ribosomal, spliceosomal, and proteasomal proteins (Supplementary Fig. 1F). As an additional control to exclude proteins not related to the therapy-induced secretomes of cancer cells we also compared the proteins identified in ovarian cancer ascites before and after chemotherapy with those previously found in cirrhosis ascites (non-malignant untreated control samples^22^) (Fig. 2C). Our analysis pinpointed 531 proteins that specifically emerged in tumor ascites after chemotherapy. Functional annotation via the KEGG and Gene Ontology databases revealed their predominant association with the pre-mRNA splicing process (Fig. 2C; Supplementary Fig. 1G).

Pre-mRNA splicing is orchestrated by the spliceosome, a dynamic ribonucleoprotein (RNP) complex comprising five uridine-rich non-coding small nuclear RNAs (U snRNAs) and up to 250 proteins^28,29^. To validate our proteomic data, we examined the presence of U snRNAs in ascitic fluids before and after chemotherapy using RT-qPCR analysis. Our findings demonstrated elevated levels of all spliceosomal U snRNAs, including those from the minor spliceosome, in ascitic fluids after chemotherapy (Fig. 2D), aligning with the proteomic profiling results. The presence of spliceosomal components in the extracellular space is of considerable interest since spliceosomal components typically reside intracellularly.

Intracellular proteins may enter the extracellular space either through active secretion or due to plasma membrane rupture upon cell death. In the latter case, these proteins are usually found as a mixture of partially degraded peptides^30,31^. To ascertain the integrity of proteins identified in ascitic fluids, we utilized our previously published peptidomic dataset^32^ and assessed the ascitic fluid degradome. Our data revealed that the majority of peptides within ovarian cancer ascites after chemotherapy were related to ribosomal proteins (Supplementary Fig. 1H). Importantly, we did not observe degradation products of spliceosomal proteins. This suggests that the enrichment of ascitic fluids with ribosomal proteins likely stems from cell destruction and the subsequent release of these proteins into the extracellular space. In contrast, the presence of spliceosomal proteins hints at active export from cells. Western blot analysis further confirmed the presence of several undegraded spliceosomal proteins in ascites after therapy (Supplementary Fig. 1I).

Active protein export can occur via transport through the cell membrane or encapsulation within extracellular vesicles^33^. To explore the mechanism of spliceosomal component export, we attempted to deplete U snRNPs from ascitic fluids using antibodies against specific spliceosomal proteins (U2AF1, SF3B1, PRPF8) or antibodies targeting CD63, an extracellular vesicle surface marker. Our results (Fig. 2E) demonstrated that only anti-CD63 antibodies efficiently removed U snRNPs from ascitic fluids, suggesting that spliceosomal proteins are primarily exported within extracellular vesicles. This finding aligns well with our earlier observation that the ascitic fluid fraction exceeding 100 kDa had the most pronounced biological effect (Supplementary Fig. 1D). To reinforce these findings, we investigated changes in extracellular vesicle concentrations in ascitic fluids before and after therapy using nanoparticle tracking analysis (NTA). The results demonstrated that the number of vesicles increased at least 2-fold after therapy (Fig. 2F; Supplementary Fig. 2A).

In summary, our findings demonstrate an augmentation of spliceosomal proteins and non-coding spliceosomal RNAs within ascites from ovarian cancer patients after chemotherapy (Fig. 2). These components are likely actively secreted by tumor cells within extracellular vesicles.

### Therapy-induced secretomes promote chemoresistance in ovarian cancer cells in vitro

Ascitic fluids contain a variety of cell types as well as extracellular components produced by these cells^34^. To explore whether cancer cells’ signals play a role in mediating chemoresistance, we examined the impact of therapy-induced secretomes obtained in vitro from homogeneous ovarian cancer cell lines. We incubated recipient ovarian adenocarcinoma SKOV3 cells with secretomes from SKOV3 donor cells treated or untreated with cisplatin. In this experimental setup, SKOV3 donor cells were initially incubated with a cisplatin-containing medium for 7 h, then the cells were washed and incubated with a cisplatin-free medium. After 41 h, we collected the secretomes and added to recipient SKOV3 cells (Fig. 3A). Cisplatin concentration was chosen to cause the death of approximately 50% of donor cells at the time of secretome collection (Supplementary Fig. 2B, C). The absence of cisplatin in collected therapy-induced secretome (TIS) was confirmed by LC-MS/MS analysis (Supplementary Data 1, Sheet 4). Our findings revealed that pre-incubation of recipient SKOV3 cells with TIS significantly increased their resistance to subsequent cisplatin treatment (Fig. 3B). Moreover, this effect was accompanied by an increase in cell motility (Fig. 3C). Similar results were observed in the experiments with other ovarian cancer cell lines representing different tumor subtypes, including the serous ovarian cancer cell line (OVCAR3), ovarian cystadenocarcinoma cell line (MESOV) and clear cell ovarian cancer primary culture isolated from ascites (26 cells) (Fig. 3B; Supplementary Fig. 2D).

**Fig. 3:**
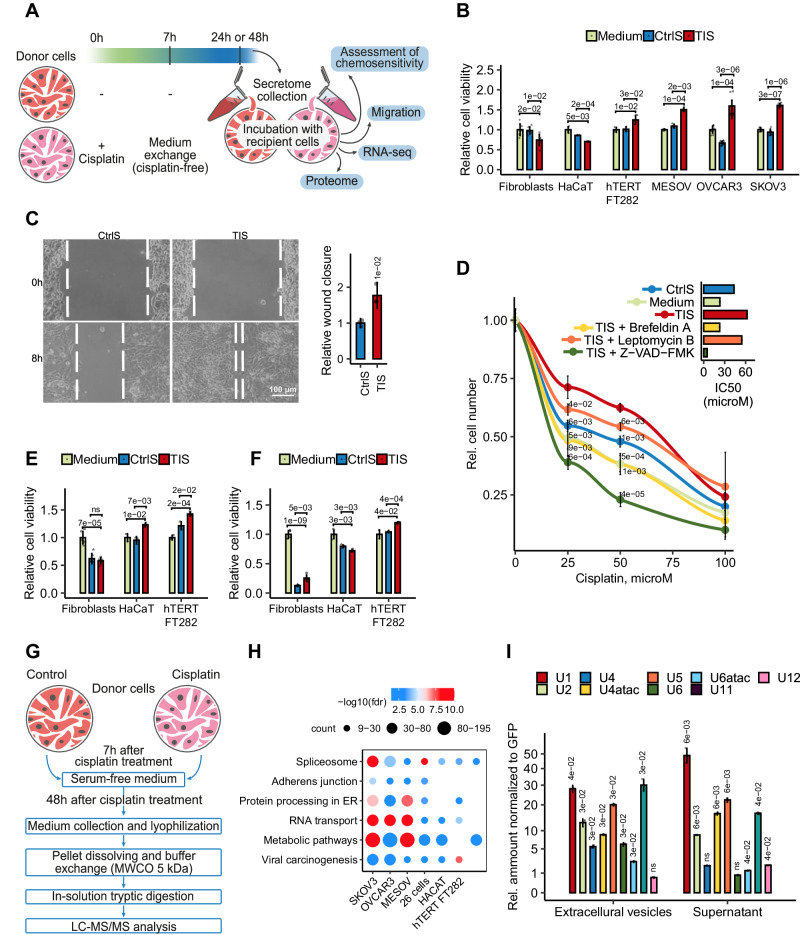
Therapy-induced secretomes of ovarian cancer cells promote cell chemoresistance in vitro. **A** Experimental workflow used to assess the effect of therapy-induced secretomes on the behavior of ovarian cancer cells. **B** Secretomes were obtained from donor Fibroblasts, HaCaT, hTERT FT282, SKOV3, MESOV or OVCAR3 cells that were treated or untreated with cisplatin (40 µM for SKOV3 cells, 60 µM for MESOV cells, 25 µM for OVCAR3 and HaCaT cells, and 80 µM for Fibroblasts and hTERT FT282) for 7 h, then washed three times with PBS and cultured in serum-free media for 41 h. Recipient cells were incubated with corresponding therapy-induced (TIS; red bars) or control (CtrlS; blue bars) secretomes, or with fresh culture media (Medium; green bars) for 3 days, and then treated with cisplatin (10 µM for SKOV3, MESOV, hTERT FT282, and HaCaT cells, 7 µM for OVCAR3, and 40 µM for Fibroblasts). In vitro cell viability was assessed on day 2 after cisplatin adding. The data represent the mean values ± SD (*n* = 3 biologically independent experiments). **C** Wound healing assay of SKOV3 cells that were pre-incubated with TIS or CtrlS for 3 days (secretomes were collected as indicated in Fig. 3B). The width of the wound area was measured immediately after scratching (0 h) and the relative closure was measured after 8 h. The bar graph illustrates wound closure, expressed as the fold change, denoting the ratio of mean values of wound widths between two states: cells pre-treated with TIS relative to cells pre-treated with CtrlS. The data represent the mean values ± SD (*n* = 3 biologically independent experiments). **D** Donor SKOV3 cells were exposed to 40 µM of cisplatin in the presence of Z-VAD-FMK (50 µM), Brefeldin A (6 µg/ml), or Leptomycin B (37 nM) for 7 h and then cells were washed three times with PBS and incubated in fresh serum-free media for 17 h. Recipient SKOV3 cells were incubated for 3 days with secretomes from treated (TIS) or untreated (CtrlS) donor cells, then recipient cells were treated with different concentrations of cisplatin for an additional 48 h. Dose-response curves and half-maximal inhibitory concentration (IC50) values of cisplatin were determined using MTT assay. The data represent the mean values ± SD (*n* = 3 biologically independent experiments). **E** Recipient SKOV3 cells were incubated for 3 days with TIS or CtrlS from donor Fibroblasts, hTERT FT282, or HaCaT cells (secretomes were collected as indicated in Fig. 3B). After incubation, recipient SKOV3 cells were treated with cisplatin (10 µM). In vitro cell viability assay was performed on day 2 after cisplatin adding. The data represent the mean values ± SD (*n* = 3 biologically independent experiments). **F** Recipient Fibroblasts, hTERT FT282, or HaCaT cells were incubated for 3 days with TIS or CtrlS from donor SKOV3 cells (secretomes were collected as indicated in B). After incubation, recipient cells were treated with cisplatin (10 µM for HaCaT and hTERT FT282 cells and 40 µM for Fibroblasts). In vitro cell viability assay was performed on day 2 after cisplatin adding. The data represent the mean values ± SD (*n* = 3 biologically independent experiments). **G** Experimental workflow used for proteomic analysis of cell secretomes. **H** Dot plot shows the KEGG enrichment analysis of proteins whose abundance increased at least 2 times TIS compared to control secretomes from different cell lines. It represents all common pathways upregulated in TIS of 4 ovarian cancer cell lines. The size of the dot is based on protein count enriched in the pathway, and the color of the dot shows the pathway enrichment significance. **I** RT-qPCR analysis of spliceosomal snRNAs in therapy-induced and control secretomes of SKOV3 cells (extracellular vesicles’ fractions and supernatants were analyzed; secretomes were collected as indicated in Fig. 3B). Bars represent the level of each snRNA in therapy-induced secretomes compared to control secretomes. All data represent the mean values ± SD (*n* = 3 biologically independent experiments). The p-value was obtained by two-tailed unpaired Student’s *t* test (**B**–**F**, **I**). Source data are provided as a Source Data file.

We then explored which pathways in donor cells might be responsible for the protective effect of their secretomes. To this end, we treated donor SKOV3 cells with cisplatin in the presence of various inhibitors: caspase inhibitor (Z-VAD-FMK; as cisplatin primarily activates caspase-dependent apoptosis^35^), inhibitor of vesicle formation (Brefeldin A; since we detected increased number of extracellular vesicles in ascites after therapy), or inhibitor of nuclear export (Leptomycin B; since we detected abundant nuclear proteins in ascitic fluids after therapy) (Supplementary Fig. 2E–G). Our results indicated that inhibition of apoptosis and vesicular transport in donor cells attenuated the effects of the secretomes (Fig. 3D), suggesting that protective components are secreted from apoptotic cells via vesicular transport.

Additionally, we examined secretomes from non-cancerous “normal” cells, such as the keratinocyte-derived epithelial cell line HaCaT, fallopian tube secretory epithelia cells (hTERT FT282), and primary culture of normal skin fibroblasts. We found that the corresponding TIS from hTERT FT282, HaCaT and fibroblasts had little or no effect on the cisplatin sensitivity of the parental cell lines (Fig. 3B) and slightly increased cisplatin resistance of ovarian cancer cells (Fig. 3E). Surprisingly, pre-incubation of normal fibroblasts and HaCaT cells with tumor cell secretomes reduced their resistance to cisplatin (Fig. 3F). This data suggests that TIS from cancer cells predominantly affect neighboring tumor cells but have limited influence on normal cells.

In summary, we demonstrated that therapy-induced secretomes obtained from ovarian cancer cells in vitro recapitulated effect of ex vivo ascitic fluids collected after the therapy. Importantly, in vitro experiments demonstrated that TIS from cancer cells can increase cisplatin resistance of ovarian cancer cells. This phenomenon is also observed in normal cells to a lesser extent, which could be attributed to differential extracellular vesicle uptake by normal and cancer cells^36^ or the enhanced ability of cancer cells to adapt their phenotype in response to microenvironmental changes.

### In vitro therapy-induced secretomes of ovarian cancer cells are enriched with spliceosomal components

In order to elucidate the molecules that mediate the protective effects of therapy-induced secretomes (TIS)), we conducted a comprehensive analysis of the proteomic profiles within secretomes derived from various ovarian cancer cell lines, representing distinct tumor subtypes (SKOV3, MESOV, OVCAR3, and clear cell ovarian cancer primary culture) before and 48 h after cisplatin treatment. We also examined secretomes from normal fibroblasts, hTERT FT282 and HaCaT cells as non-cancerous controls (Fig. 3G; Supplementary Fig. 3A).

Our analysis revealed a higher diversity of proteins in the secretomes from cancer cell lines treated with cisplatin, compared to corresponding control secretomes from untreated cancer cells (Supplementary Fig. 3A; Supplementary Data 4, Sheets 2–3). These findings align with our earlier LC-MS/MS analysis of ascitic fluids (Fig. 2C). Enrichment analysis of proteins whose abundance increased at least 2 times in therapy-induced secretomes from all cancer cell lines revealed a predominant association with splicing regulation (Fig. 3H; Supplementary Data 4, Sheet 4). The presence of various spliceosomal proteins was confirmed by western blotting (Supplementary Fig. 3B). Notably, we detected less number of spliceosomal proteins in TIS from HaCaT, hTERT FT282 and fibroblasts compared to TIS from cancer cells which correlates with less intensive protective effect of the secretomes from normal cells.

A total of 128 splicing-related proteins were identified in the therapy-induced secretome of SKOV3 cells (Supplementary Data 4, Sheet 5). These proteins included ubiquitously expressed core spliceosomal components as well as regulatory splicing factors (SR and hnRNP family members) that influence splice site selection in a cell-type-specific manner^37,38^. Further validation via RT-qPCR revealed elevated levels of all spliceosomal snRNAs in the therapy-induced secretomes from SKOV3 cells (Fig. 3I) with no increase in U35a, SNORD114, and HY1 snoRNAs, structurally similar to spliceosomal snRNAs but not involved in RNA splicing (Supplementary Fig. 4A).

We investigated whether spliceosomal proteins are encapsulated within extracellular vesicles in in vitro TIS, similar to what we observed in ascitic fluids. To this end, we conducted a proteinase K protection assay, demonstrating that proteinase K digested the analyzed spliceosomal proteins (DHX9, SRSF2, SRSF3, and SYNCRIP) only in the presence of detergent, suggesting their encapsulation in extracellular vesicles (Supplementary Fig. 4F).

Next, we analyzed the proteomic profiles of fibroblast secretomes, which did not confer a protective effect on recipient cells (Supplementary Fig. 3A, C, D). Notably, around 60% of proteins in the secretomes of untreated fibroblasts overlapped with those of untreated SKOV3 cells. However, secretomes obtained after cisplatin treatment exhibited pronounced differences between these two cell lines, with only 33% protein overlap (Supplementary Fig. 3C). Enrichment analysis highlighted an abundance of cell adhesion and extracellular matrix proteins in the secretomes of fibroblasts before treatment (Supplementary Fig. 4B), while lysosomal proteins and wound healing-related growth factors were upregulated after cisplatin treatment (Supplementary Fig. 4C). Notably, spliceosomal proteins were minimally present in fibroblast secretomes and exhibited little changes following chemotherapy (Fig. 3H). RT-qPCR confirmed the absence of differences in U snRNA levels in fibroblasts’ secretomes after therapy (Supplementary Fig. 4D).

As expected, SKOV3 cells, but not fibroblasts, secreted various pro-oncogenic growth factors, including FAM3C protein, granulins (GRN), growth/differentiation factor 15 (GDF15), CXCL1, EFNA5, EFNB2, TGFB2, IGF2, vascular endothelial growth factors VEGFB and VEGFC, EFEMP1, LOXL2, BMP1, TGFB1, FSTL1, MYDGF, CYR61, and CSF1, involved in proliferation, migration, angiogenesis, and tissue remodeling^39^ (Supplementary Fig. 4E). Surprisingly, the abundance of these proteins decreased sharply in the secretomes of cancer cells exposed to cisplatin. In contrast, in fibroblast secretomes, most of these proteins, including GDF15 and CTGF, were exclusively detected after chemotherapy (Supplementary Fig. 4E). Comparing these findings with the biological effects of secretomes suggests that despite a reduced content of soluble growth factors, tumor TIS have a more pronounced impact on recipient cells than secretomes obtained before therapy (Fig. 3B).

In summary, our findings indicate that, akin to ascitic fluids, in vitro cultures of ovarian cancer cells secrete a variety of spliceosomal components encapsulated within extracellular vesicles following cisplatin treatment.

### Splicing factors from drug-stressed cells are transferred to recipient cancer cells

Spliceosomal proteins which predominantly located within the nucleus and therefore have to be exported to the cytoplasm for subsequent secretion from the cells. In this context, we investigated the changes in protein distribution between the cytoplasm and nucleus in SKOV3 cells following cisplatin treatment (Fig. 4A). To validate the quality of separation of the nuclear and cytoplasmic fractions, we evaluated the abundance of proteins that are frequently used as nuclear fraction markers (lamin-B1 and RPA194) (Supplementary Fig. 5A). Our analysis identified 4,085 proteins (Supplementary Data 5, Sheet 1). Proteins whose abundance differed two-fold or more were considered differentially present. Thus, 442 proteins were upregulated and 578 proteins were downregulated in the nuclear fraction after cisplatin treatment. Notably, the abundance of spliceosomal proteins decreased in the nucleus but increased in the cytoplasm in response to cisplatin treatment (Fig. 4B). Conversely, abundance of proteins related to the proteasome, endocytosis, amino acid biosynthesis, and pyrimidine metabolism increased in the nucleus but decreased in the cytoplasm after cisplatin treatment (Fig. 4B). We confirmed that spliceosomal proteins are exported from the nucleus during the therapy by co-transfecting SKOV3 cells with plasmids encoding spliceosomal proteins SRSF4 and TIA1 fused with RFP and EGFP, respectively (Fig. 4C). Additionally, using immunocytochemistry, we showed nuclear transport of spliceosomal protein SRSF1 while nuclear protein RPA2 retained in the nuclei after cisplatin treatment (Supplementary Fig. 5B). Our data demonstrated that spliceosomal proteins were transferred from the nucleus to the cytoplasm at early time points after cisplatin exposure, preceding nuclear fragmentation. This hypothesis aligns with prior research indicating the dissociation of certain spliceosomal proteins from chromatin during apoptosis^40,41^, implying that nuclear export may be the initial step in the secretion of spliceosomal proteins from the cell.

**Fig. 4:**
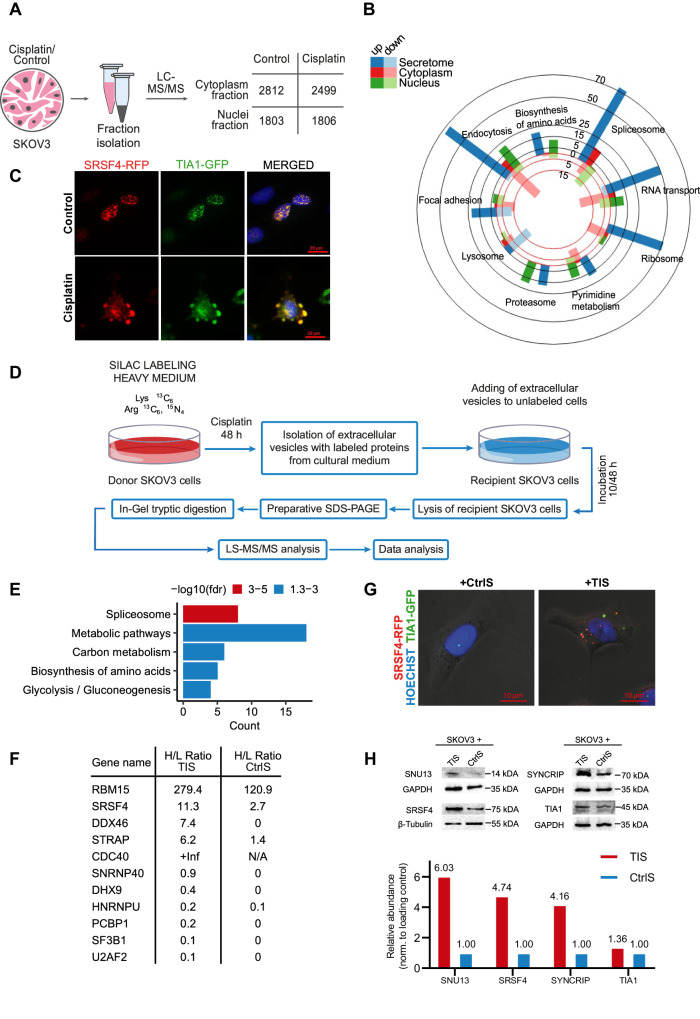
Splicing factors from drug-stressed cells are transferred to recipient cancer cells. **A** Experimental workflow used for cell fractionation with subsequent proteomic analysis. **B** Bar diagram showing functional annotation (KEGG) of proteins that changed in abundance at least 2 times upon cisplatin treatment. The bar color indicates cell fraction: the blue represents a secretome fraction; the red represents a cytoplasmic fraction; the green represents a nuclear fraction. The bright colors indicate numbers of upregulated proteins for specific terms; the pale colors represent numbers of down-regulated proteins for corresponding terms. **C** Fluorescence images of SKOV3 cells co-expressing RFP-SRSF4 (red) and GFP-TIA1 (green) before and after treatment with 40 μM cisplatin for 7 h. Nuclei are stained by DAPI (blue). It was repeated with similar results in two independent experiments. **D** Experimental design used for SILAC experiment. **E** Results of the KEGG enrichment analysis of heavy-labeled proteins that were upregulated (at least 2 times) in recipient SKOV3 cells incubated with vesicles from dying cancer cells. STRING was used for functional enrichment analysis with all genes as background. A hypergeometric test was carried out and all significant categories (false discovery rate < 0.05, after correction for multiple testing using the Benjamini–Hochberg procedure) are displayed. **F** H/L ratio (heavy vs. light isotopes) for spliceosomal proteins 10 h after incubation with extracellular vesicles from secretomes of cisplatin-treated (TIS) or untreated (CtrlS) donor cells. **G** Immunofluorescence images of recipient SKOV3 cells incubated for 3 days with therapy-induced (TIS) or control secretomes (CtrlS) from donor SKOV3 overexpressing SRSF4-RFP and TIA1-GFP proteins (secretomes were collected as indicated in Fig. 3B). It was repeated with similar results in two independent experiments. **H** Western blotting analysis of SKOV3 cells that were incubated for 3 days with therapy-induced (TIS) or control secretomes (CtrlS) from donor SKOV3 (secretomes were collected as indicated in Fig. 3B). It was repeated with similar results in two independent experiments. Source data are provided as a Source Data file.

To uncover the fate of splicing factors in the cytoplasm, we modified a method of stable isotope labeling with amino acids in cell culture (SILAC) (Fig. 4D). SKOV3 cells were cultured in a medium containing heavy isotope-labeled lysine and arginine. Once label incorporation exceeded 98%, cells were treated with cisplatin or left untreated (control). After 48 h, extracellular vesicles containing labeled proteins were isolated. These vesicles were added to unlabeled SKOV3 recipient cells, and after 10 or 48 h recipient cells were lysed and subjected to LC-MS/MS analysis to identify labeled proteins. A total of 189 heavy-labeled proteins were identified in recipient cells after 10 h of incubation with vesicles. Among them, 101 proteins were more abundant in cells incubated with vesicles from dying cancer cells, while only 29 proteins were more prevalent in cells exposed to control vesicles (Supplementary Data 5, Sheet 2). The functional annotation of heavy-labeled proteins whose abundance was elevated in the samples incubated with vesicles from dying cancer cells revealed the highest enrichment in the cluster of spliceosome-related proteins (Fig. 4E). Comparing data from cells incubated with vesicles for 10 and 48 h revealed that exogenous spliceosomal proteins exhibited greater stability in recipient cells compared to non-splicing proteins (Supplementary Fig. 5C). Next, we calculated the H/L ratio (heavy vs. light isotopes) for spliceosomal proteins to estimate how significantly vesicles can change the level of these proteins within the cell (Fig. 4F). Our results demonstrated that intracellular levels of several spliceosomal proteins (RBM15, SRSF4, DDX46, STRAP, and CDC40) was increased by more than two folds due to the incubation with the vesicles from apoptotic cells. We confirmed that various spliceosomal proteins (TIA1, SFSF4, SYNCRIP, and SNU13) can be secreted from dying cancer cells and transferred into recipient cells using GFP- and RFP- fusion constructs and subsequent confocal microscopy and western blotting (Fig. 4G, H; Supplementary Fig. 5D). Furthermore, the presence of SRSF4-RFP, SYNCRIP-GFP, and SNU13-GFP in extracellular vesicles was confirmed through flow cytometry analysis of CD9 positive extracellular vesicles from dying cancer cells (Supplementary Fig. 5E).

In summary, our results indicate that in response to cispaltin treatment, spliceosomal proteins translocate from the nucleus to the cytoplasm and subsequently to extracellular vesicles. Uptake of these vesicles can substantially increase levels of the spliceosomal proteins in recipient cells.

### Therapy-induced secretomes of ovarian cancer cells activate pathways important for cell response to DNA damage

Having established that spliceosomal components can be transferred from apoptotic cancer cells to surviving ones, we delved into the molecular mechanisms underlying the effects of TIS. Initially, we conducted RNAseq and LC-MS/MS analyses of recipient SKOV3 cells incubated with TIS or control secretomes for 3 days (Fig. 3А; Supplementary Data 5, Sheets 3–4). In alignment with the data obtained from ascitic fluids (Fig. 1F), we observed that TIS activated the expression of genes associated with DNA repair and cell cycle regulation in recipient cells (Fig. 5A). To investigate whether in vitro TIS could recapitulate the differences observed between platinum-sensitive and -resistant isogenic cell lines, we analyzed previously published RNAseq datasets encompassing several isogenic platinum-sensitive and -resistant ovarian cancer cell lines. Principal component analysis demonstrated that SKOV3 cells incubated with TIS clustered with platinum-resistant cancer cell lines. In contrast, cells exposed to control secretomes exhibited gene expression patterns akin to platinum-sensitive cell lines (Fig. 5B; Supplementary Data 5, Sheet 5). Subsequent enrichment analysis demonstrated that recipient cells exposed to TIS reproduced the same transcriptomic changes observed in platinum-resistant cell lines (Fig. 5C).

**Fig. 5:**
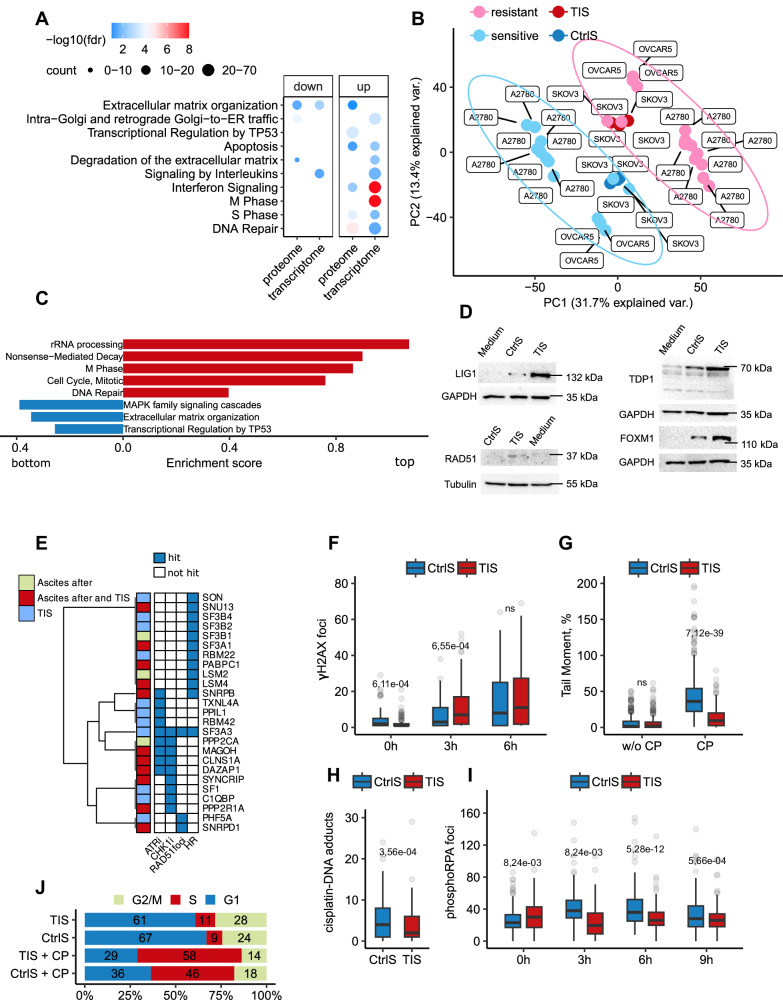
Therapy-induced secretomes of ovarian cancer cells activate pathways important for cell response to DNA damage. **A** Gene Ontology enrichment analyses of upregulated genes and proteins in SKOV3 cells incubated for 3 days with therapy-induced secretomes (TIS) compared to control secretomes (CtrlS). The color scale refers to −log10 (FDR) values; the number of proteins/genes are represented by the diameter of the circles. **B** The principal component analysis of RNAseq data obtained from platinum-sensitive and -resistant isogenic ovarian cancer cell lines and recipient SKOV3 cells incubated for 3 days with TIS or CtrlS. Pink—platinum-resistant ovarian cancer cell lines, light blue—platinum-sensitive ovarian cancer cell lines, red—recipient SKOV3 cells incubated with TIS, dark blue—recipient SKOV3 cells incubated with CtrlS. **C** GSEA analysis of gene expression in platinum-resistant ovarian cancer cell lines versus platinum-sensitive ovarian cancer cell lines. The *X*-axis represents GSEA enrichment score (*p*-values are indicated by colors). **D** Western blotting analysis of SKOV3 cells that were incubated for 3 days with TIS or CtrlS from donor SKOV3. **E** Results of the intersection between spliceosomal proteins identified in TIS from SKOV3 cells and/or in ovarian cancer ascites after therapy (our data) and the hits from siRNA and CRISPR screenings (derived from data reported in refs. ^42–44^). ATRi and CHK1i—CRISPR screens with inhibitors targeting ATR and CHK1, respectively. Loss of spliceosomal proteins indicated as “hit” increased the sensitivity of cancer cells to ATR or CHK1 inhibition [42]. RAD51 foci and HR—siRNA screenings indicating that knockdown of spliceosomal protein impair the formation of IR-induced RAD51 foci or decreased homologous recombination (HR) potential in the DR-GFP assay in cancer cells, respectively, ^43^^,^^44^. **F** Box plots show the number of *γ*H2AX foci per nucleus in SKOV3 cells pre-incubated with TIS or CrlS for 3 days and then treated with cisplatin (25 µM) at different time points (TIS: 0 h *n* = 134 cells, 3 h *n* = 136 cells, 6 h *n* = 129 cells; CtrlS: 0 h *n* = 109 cells; 3 h *n* = 130 cells; 6 h *n* = 144). The number of *γ*H2AX foci was calculated using ImageJ software with FindFoci plugins. **G** Box plots of tail moments from neutral comet assays of SKOV3 cells pre-incubated with TIS or CrlS for 3 days and then treated with cisplatin (10 µM) for 48 h (TIS: CP *n* = 381 cell, w/o CP *n* = 368 cells; CtrlS: CP *n* = 469 cells, w/o CP *n* = 296). Experiments were performed in triplicate. **H** Box plots show the number of cisplatin-DNA adducts’ foci per nucleus of SKOV3 cells pre-incubated with TIS or CrlS for 3 days and then treated with cisplatin (25 µM) for 48 h (TIS *n* = 243 cells; CtrlS *n* = 146 cells). The number of cisplatin-DNA adducts’ foci was calculated using ImageJ software. **I** Box plots show the number of phosphorylated RPA2 (phospho S33) foci per nucleus in SKOV3 cells pre-incubated with TIS or CrlS for 3 days and then treated with cisplatin (25 µM) at different time points (TIS: 0 h *n* = 194 cells, 3 h *n* = 216 cells, 6 h *n* = 264 cells, 9 h *n* = 241; CtrlS: 0 h *n* = 228 cells; 3 h *n* = 195 cells, 6 h *n* = 174, 9 h *n* = 193). The number of phosphorylated RPA2 foci was calculated using ImageJ software. **J** Cell cycle analysis with flow cytometry of SKOV3 cells pre-incubated with TIS or CrlS for 3 days and then treated with cisplatin (10 µM) for 24 h. Stacked bar graphs show the percentage of cells in different phases of the cell cycle. Percentage of cells in G1, S, and G2 phases was calculated with NovoExpress software. Secretomes were collected as indicated in Fig. 3B. The line in each box is the median, the up and low of each box are the first and third quartiles. The upper whisker extends from the up of the box to the largest value no further than 1.5*IQR (where IQR is the inter-quartile range). The lower whisker extends from the low of the box to the smallest value at most 1.5*IQR. Data beyond the end of the whiskers are called “outlying” points and are plotted individually. The *p*-value was obtained by two-tailed unpaired Student’s *t* test (**F**–**I**). Gene expression signature analysis was performed using the “signatureSearch” packages in “R” against the Reactome database (**C**). Source data are provided as a Source Data file.

To further validate the RNAseq results, we conducted a proteomic analysis, revealing that TIS increased the abundance of proteins predominantly involved in DNA repair and cell cycle regulation in recipient cancer cells (Fig. 5A, Supplementary Data 5, Sheet 4). We confirmed these data using western blotting for several DNA repair proteins (Fig. 5D).

Recent research has shown that the knockout or knockdown of at least one splicing factor^42–45^, including those identified in TIS, significantly impairs proper DNA repair and enhances the cytotoxic effect of various genotoxic drugs (Fig. 5E; Supplementary Fig. 6A). Based on these findings, we hypothesized that the increased abundance of spliceosomal proteins in cancer cells pre-incubated with TIS might facilitate a more effective response to DNA-damaging insults. To test this hypothesis, we treated SKOV3 cells pre-incubated with TIS or control secretomes with cisplatin and evaluated various hallmarks of DNA damage response. We conducted a comet assay (analysis of DNA strand breaks), quantified cisplatin-DNA adduct accumulation, and monitored the phosphorylation levels of H2AX (an early DNA damage response marker^46^) and RPA2 (a replicative stress marker^47^). Remarkably, SKOV3 cells pre-incubated with TIS exhibited an increase in the number of *γ*H2AX foci, accompanied by significantly fewer DNA double strand breaks, reduced platinum adducts, and lower RPA2 phosphorylation levels compared to cells incubated with control secretomes (Fig. 5F–I; Supplementary Fig. 6B). Additionally, cell cycle analysis indicated that cancer cells incubated with TIS remained longer in the S phase, which facilitates DNA repair^48–50^ (Fig. 5J). Finally, we explored the impact of TIS on the sensitivity of cancer cells to both DNA-damaging (cisplatin, doxorubicin, and etoposide) and non-DNA damaging (taxane and staurosporine) anticancer drugs. The results underscored that TIS heightened the resistance of cancer cells exclusively to DNA-damaging drugs, with no discernible effect on other therapy types (Supplementary Fig. 6C).

In conclusion, these results suggest that TIS, containing various spliceosomal components, promote DNA repair in residual tumor cells, aiding their survival against subsequent therapeutic insults.

### Exogenous spliceosomal components promote malignancy of ovarian cancer cells in vitro and in vivo

To confirm that splicing factors in TIS indeed contribute to the acquisition of a more aggressive phenotype by cancer cells, we examined the effects of both protein and RNA components of the spliceosome on cancer cells in vitro and in vivo.

We selected SYNCRIP and SNU13 as representative exogenous spliceosomal proteins because i) they were detected in TIS secretomes from drug-stressed cancer cells (Supplementrary Data 4, Sheets 2–3), ii) their levels increased in recipient cells after incubation with TIS (Fig. 4H), and iii) their depletion impaired DNA damage repair (Fig. 5E). Utilizing a lentiviral overexpression system, we demonstrated that elevated levels of SYNCRIP or SNU13 increased the resistance of ovarian cancer cells to cisplatin (Fig. 6A; Supplementary Fig. 7A, B). Conversely, knockdown of SYNCRIP or SNU13 significantly sensitized cancer cells to cisplatin (Supplementary Fig. 7C, D). RNAseq analysis of SKOV3 cells overexpressing SYNCRIP, SNU13, or an empty vector before and after cisplatin treatment revealed distinct responses of control and SYNCRIP or SNU13 overexpressing cells to cisplatin (Supplementary Fig. 7E; Supplementrary Data 6). 

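SKOV3 is an established ovarian adenocarcinoma cell line. The cells carried a lentiviral vector that expressed SYNCRIP, SNU13 or no insert (pCDH), and RNA was taken before cisplatin or 24 h after its addition at 40 µM. Each of the 6 conditions had 2 repeats, which gave 12 libraries of polyadenylated RNA. The authors trimmed the reads with Trim Galore, quantified transcripts with Salmon against the GRCh38 annotation, summed them to genes with tximport and deposited the abundance of 19884 genes as TPM. TPM is a gene's share of a library after division by transcript length. It keeps no number of reads, so the depth of each library is unknown here and no counting interval is given. The genes of the table held 965552 to 967819 TPM in the 6 untreated libraries. After cisplatin they held 902241 and 909442 TPM in pCDH cells, 921376 and 924415 in SYNCRIP cells and 899932 and 905068 in SNU13 cells, and the remaining TPM of each library belonged to genes outside the table. The number of genes with at least 10 TPM was 8892 to 8974 before and 6096 to 6527 after cisplatin, and the most abundant 100 genes held 23.3 to 25.6% and 33.9 to 37.8% of the TPM. Repeats of one condition had a Pearson correlation across genes of 0.995 to 0.996 (genes are not independent replicates). Fold changes were taken on log2(TPM + 1), which understates the change of low genes, and tested with limma (lmFit, then eBayes with a mean-variance trend) in one fit over the 12 libraries. The test covered the 8118 genes with a mean of at least 10 TPM, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The TPM were used as deposited. Because TPM is a share, a large change in a few genes moves the values of the others, so the results were also computed after scaling each library to a common median, after quantile normalization and with the library factors of Supplementary Data 6. Of that table, 1229 of 18048 genes were read here. For 858 genes with over 5 TPM in every library, its values per library equalled the deposited TPM times one factor per library and one per gene, with a standard deviation of at most 0.00093 on the log2 scale. The library factors were 0.46 and 0.49 (log2) in pCDH cells after cisplatin, 0.37 in SYNCRIP cells, 0.54 to 0.55 in SNU13 cells and -0.48 to -0.43 before it. This last scaling was chosen after the values had been seen.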

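The overexpressed transcripts matched the labels of the libraries. SYNCRIP (ENSG00000135316.17, chromosome 6, 85607779 to 85644063, reverse strand of GRCh38) was at 189 ± 3.17 TPM (SD, n = 2) in untreated pCDH cells and at 347 ± 1.77 TPM (SD, n = 2) in untreated SYNCRIP cells. After cisplatin it was at 51.9 ± 4.13 TPM (SD, n = 2) in pCDH, 166 ± 7.12 (SD, n = 2) in SYNCRIP and 39.2 ± 0.0468 (SD, n = 2) in SNU13 cells. The log2 fold change against pCDH cells after cisplatin was 1.66 in SYNCRIP cells (standard error 0.052, adjusted p = 3.15e-08, limma with Benjamini-Hochberg adjustment) and -0.39 in SNU13 cells (adjusted p = 5.85e-04, limma). SNU13 (ENSG00000100138.14, chromosome 22, 41673933 to 41690504, reverse strand) was at 199 ± 13.2 and 165 ± 1.05 TPM (SD, n = 2) in pCDH cells before and after cisplatin, and at 13536 ± 206 and 18015 ± 204 TPM (SD, n = 2) in SNU13 cells. Its log2 fold change after cisplatin was 6.76 in SNU13 cells (adjusted p = 3.11e-16, limma), and in SYNCRIP cells it stayed within the error (-0.011, adjusted p = 0.844, limma), although scaling to a common median called it lower there (-0.13, adjusted p = 0.0262, limma) and so did the factors of Supplementary Data 6 (-0.12, adjusted p = 0.0487, limma). The vectors lack most of the untranslated sequence of both genes, and Salmon can share reads between near-identical transcripts, so these TPM are not exact transcript numbers.

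**Figure D1:**
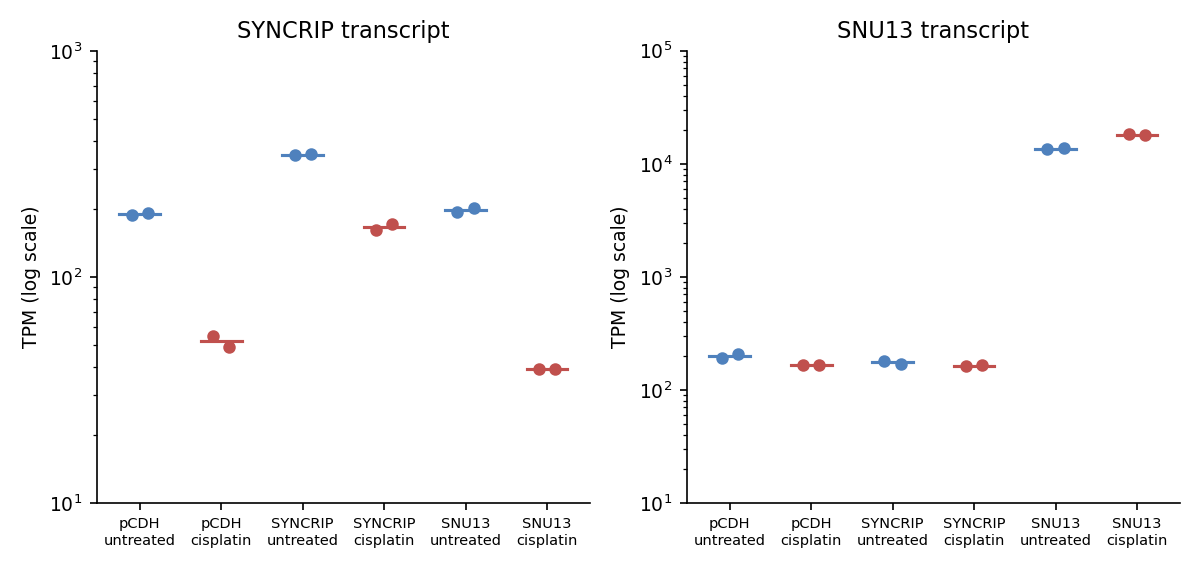
TPM of the SYNCRIP (left) and SNU13 (right) transcripts on a log scale in each of the 12 libraries, with a line at the mean of each condition and colours for untreated and cisplatin-treated cells. In SYNCRIP cells the SYNCRIP transcript had a mean of 166 TPM after cisplatin against 51.9 in pCDH cells, and in SNU13 cells the SNU13 transcript had 18015 TPM against 165.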

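Cisplatin separated the libraries along the first principal component, which held 96.0% of the variance. Untreated libraries lay between -65.5 and -63.3 on it, and treated libraries lay at 65.7 and 64.0 for pCDH, 70.8 and 72.3 for SNU13 and 57.4 and 56.3 for SYNCRIP cells. In pCDH cells 7322 of the 8118 genes changed, 1420 of them higher and 5902 lower, with a median log2 fold change of -0.81 over all genes. The medians were -0.69 in SYNCRIP and -0.84 in SNU13 cells, where 7279 and 7379 genes changed. The direction depends on the scaling. After scaling to a common median, 3583 genes were higher and 3520 lower in pCDH cells, and 1382 genes were called in opposite directions under the 2 scalings. The largest rises among genes with a mean of at least 100 TPM were those of ATF3 (ENSG00000162772.16, 7.37, adjusted p = 5.16e-14, limma), HBEGF (6.16) and GADD45A (5.28). The largest falls were those of CCNB1 (-4.38, adjusted p = 1.67e-11, limma), AURKA (-4.31) and PLK1 (-4.11). Relative to the median of all genes, ATF3 rose by 8.18 and CCNB1 changed by -3.57. Without cisplatin, 713 genes differed between SYNCRIP and pCDH cells and 195 between SNU13 and pCDH cells. After cisplatin, 3276 genes differed in SYNCRIP cells (2597 higher, 679 lower, median log2 fold change 0.10) and 1727 in SNU13 cells (217 higher, 1510 lower, median -0.067). With a common median, the median of all genes in SYNCRIP cells moved to -0.019, and the split was 1320 higher and 1621 lower in SYNCRIP cells and 617 higher and 763 lower in SNU13 cells. A requirement of at least a 2-fold change moved these counts most and left 14 genes in SYNCRIP and 6 in SNU13 cells. The response to cisplatin itself, tested as an interaction of cell line and treatment, differed from that of pCDH cells for 1177 genes in SYNCRIP cells and 112 in SNU13 cells. Compared directly after cisplatin, SYNCRIP and SNU13 cells differed in 4262 genes, of which 3822 were higher in SYNCRIP cells. This split was 1376 higher and 1576 lower with a common median, 1058 and 934 after quantile normalization and 1539 and 1398 with the factors of Supplementary Data 6.

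**Figure D2:**
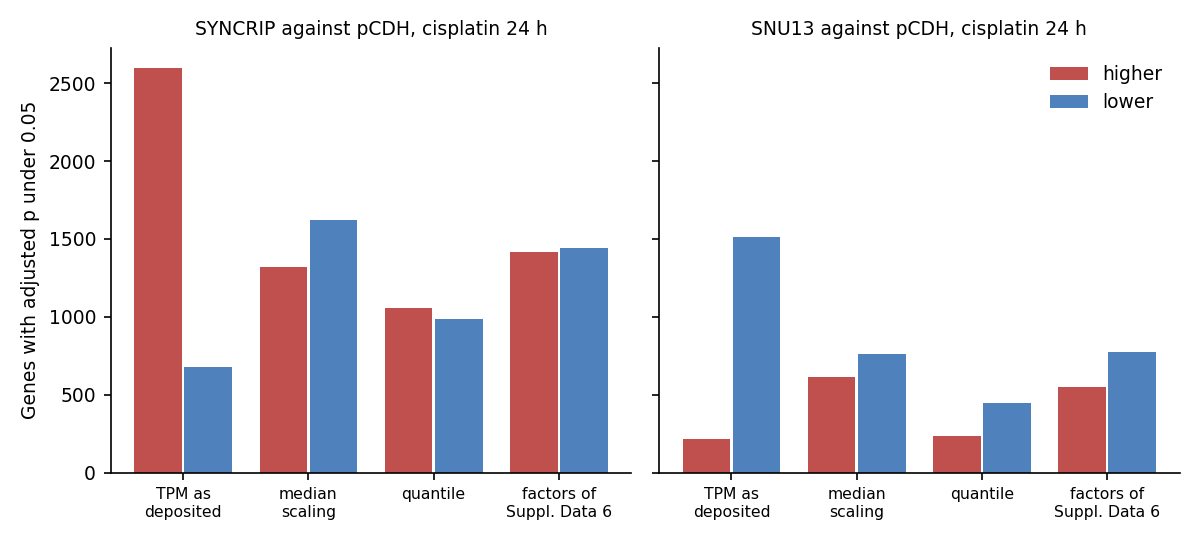
Number of genes higher (red) and lower (blue) in SYNCRIP (left) and SNU13 (right) cells than in pCDH cells 24 h after cisplatin, at an adjusted p under 0.05 (limma), for the TPM as deposited and the other scalings. The deposited TPM gave 2597 higher and 679 lower genes in SYNCRIP cells, and the library factors of Supplementary Data 6 gave 1418 and 1444.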

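Expression of DNA repair genes after cisplatin was examined over a list of 195 genes compiled by hand for base and nucleotide excision, mismatch, double-strand break and interstrand crosslink repair. It is not the Reactome gene set of Fig. 6B, C. The background differs too, as the figure took all genes and the tests here took the genes past the filter. Of these genes, 150 had a mean of at least 10 TPM and were tested. In SYNCRIP cells 53 were higher and 6 lower than in pCDH cells at an adjusted p under 0.05 (limma, 2 libraries per group), or 52 and 6 when adjusted over the list alone. The share higher was 35.3% in the list and 31.9% among the other genes (one-sided Fisher's exact test, p = 0.212). The median log2 fold change of the list was 0.13, which is 0.032 above the median of all genes tested (camera, inter-gene correlation 0.01, p = 0.257, or 0.309 adjusted over 12 list tests). In SNU13 cells 2 of the genes were higher and 20 lower (1 and 14 adjusted over the list alone), against 2.71% of the other genes higher (one-sided Fisher's exact test, p = 0.915). The median of the list was -0.044, 0.023 above that of all genes (camera, n = 150 genes, p = 0.235, adjusted 0.309). The sign of that median turned positive under the other scalings (0.025 with a common median and 0.036 after quantile normalization). With a common median, after quantile normalization and with the factors of Supplementary Data 6 (chosen after the values had been seen), 26, 23 and 28 genes of the list were higher and 16, 10 and 13 lower in SYNCRIP cells, with medians of 0.014, 0.011 and 0.030, and 9, 5 and 8 were higher and 6, 4 and 6 lower in SNU13 cells. The p of the list changed most under fry, which leaves medians and calls as they are and asks whether the list changed and not whether it changed more than other genes. This p was 1.25e-05 for SYNCRIP cells (higher) and 9.55e-04 for SNU13 cells (lower). Without the filter on mean TPM, camera gave p = 0.0139 and Fisher's exact test p = 0.00362 for SYNCRIP cells, and with the factors of Supplementary Data 6 as well these were 0.100 and 0.114. In pCDH cells the list fell with cisplatin by a median of 0.85 on the log2 scale, -0.048 relative to all genes (camera, n = 150 genes, p = 0.252). Its response differed from that of pCDH cells for 13 higher and 3 lower genes in SYNCRIP cells and for 0 and 1 in SNU13 cells (8 and 19 at an unadjusted p under 0.05), and did not stand apart from that of other genes in either line (camera on the interaction, n = 150 genes, p = 0.902 and 0.506). After cisplatin the list did not stand apart from other genes between SYNCRIP and SNU13 cells (camera, n = 150 genes, p = 0.671).

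**Figure D3:**
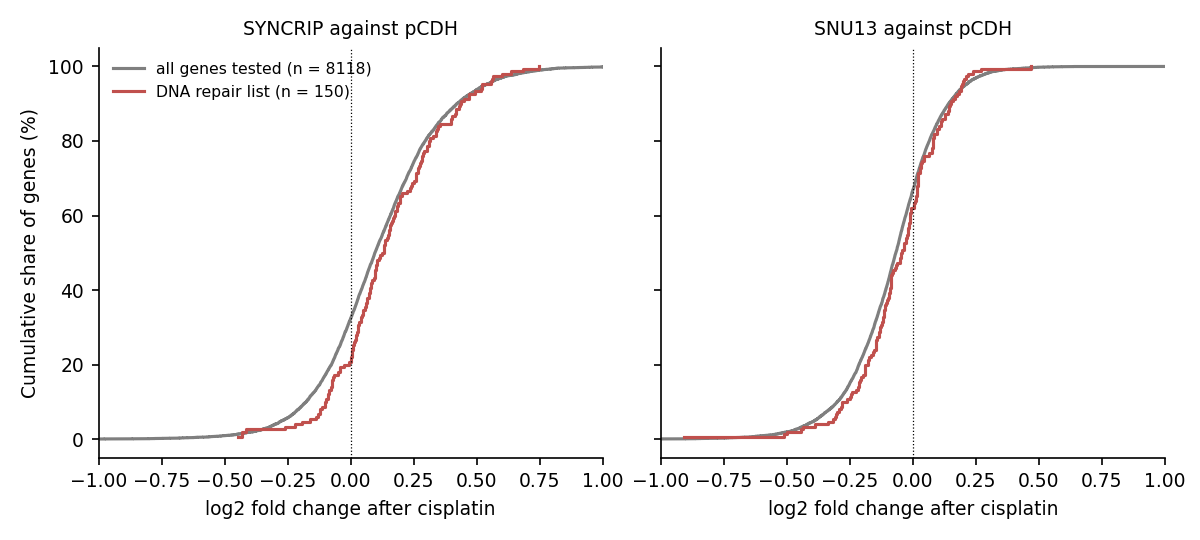
Cumulative share of genes by log2 fold change against pCDH cells 24 h after cisplatin, for the DNA repair list (red, n = 150) and all genes tested (grey, n = 8118), in SYNCRIP (left) and SNU13 (right) cells. The axis is drawn from -1 to 1. The list lies 0.032 to the right of all genes at the median in SYNCRIP cells and 0.023 in SNU13 cells.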

Enrichment analysis demonstrated that after treatment, both SYNCRIP and SNU13 overexpressing cells had increased expression of genes involved in DNA repair compared to control cells (Fig. 6B, C). These findings suggest that exogenous splicing factors may promote DNA damage response, at least partially, by modulating the expression of DNA repair genes.

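Examined were 14 DNA repair or cell cycle genes that the paper names in its results on other experiments, and 13 of them had enough TPM to be tested here. DNA2 (mean 9.26 TPM) was not among the tested genes. After cisplatin 5 were higher and 0 lower in SYNCRIP than in pCDH cells (6 and 0 at an unadjusted p under 0.05). In SNU13 cells 0 were higher and 2 lower (2 and 3 unadjusted). CHEK1 (ENSG00000149554.12, chromosome 11, 125625163 to 125676255, forward strand of GRCh38) was at 20.7 ± 0.235 TPM (SD, n = 2) in pCDH and 26.6 ± 2.51 TPM (SD, n = 2) in SYNCRIP cells after cisplatin, a log2 fold change of 0.34 (standard error 0.081, adjusted p = 0.00651, limma). The gene lost this call under quantile normalization (adjusted p = 0.122, limma). XPC (ENSG00000154767.14, chromosome 3, 14145147 to 14178621, reverse strand) was at 17.4 ± 0.350 and 21.3 ± 0.939 TPM (SD, n = 2), a log2 fold change of 0.27 (standard error 0.071, adjusted p = 0.0107, limma), which was lost with a common median (adjusted p = 0.103, limma), under quantile normalization (adjusted p = 0.218, limma) and with the factors of Supplementary Data 6 (adjusted p = 0.0817, limma). Relative to the median of all genes in the SYNCRIP comparison, these changes were 0.25 and 0.18. In SNU13 cells neither CHEK1 nor XPC was called, with log2 fold changes of 0.11 (adjusted p = 0.344, limma) and -0.085 (adjusted p = 0.426, limma). LIG1, TDP1, RAD50, SMC3 and RBBP8 were called in neither comparison. The signs of LIG1, RAD50, SMC3 and RBBP8 changed in at least 1 comparison with another scaling or with a library left out. Among the 8 named genes without a call in SYNCRIP cells, log2 fold changes ran from -0.16 to 0.13 and adjusted p from 0.0845 to 0.958 (limma). A single library decided the sign of TDP1, whose log2 fold change in SYNCRIP cells was -0.16 with all libraries and 0.19 without the second pCDH repeat. PALB2 (ENSG00000083093.9, chromosome 16, 23603160 to 23641321, reverse strand), which pairs BRCA1 with BRCA2 in homologous recombination, was the member of the DNA repair list called higher in both lines. It was at 5.51 ± 0.657 TPM in pCDH, 7.71 ± 0.709 in SYNCRIP and 8.01 ± 0.280 in SNU13 cells (SD, n = 2 each). Its log2 fold change was 0.42 (standard error 0.12, adjusted p = 0.0143, limma) in SYNCRIP and 0.47 (standard error 0.12, adjusted p = 0.0151, limma) in SNU13 cells, and both comparisons use the same pCDH libraries. The call in SYNCRIP cells was lost with a common median (adjusted p = 0.0546, limma), and quantile normalization lost both (adjusted p = 0.187 and 0.0524, limma). For CHEK1, XPC and PALB2 both SYNCRIP libraries lay above both pCDH libraries, which chance gives in 16.7% of such comparisons of 2 against 2. From the enrichment of DNA repair terms among upregulated genes in both lines (Fig. 6B, C), the paper proposes that exogenous splicing factors act on the DNA damage response in part through the expression of DNA repair genes.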

**Fig. 6:**
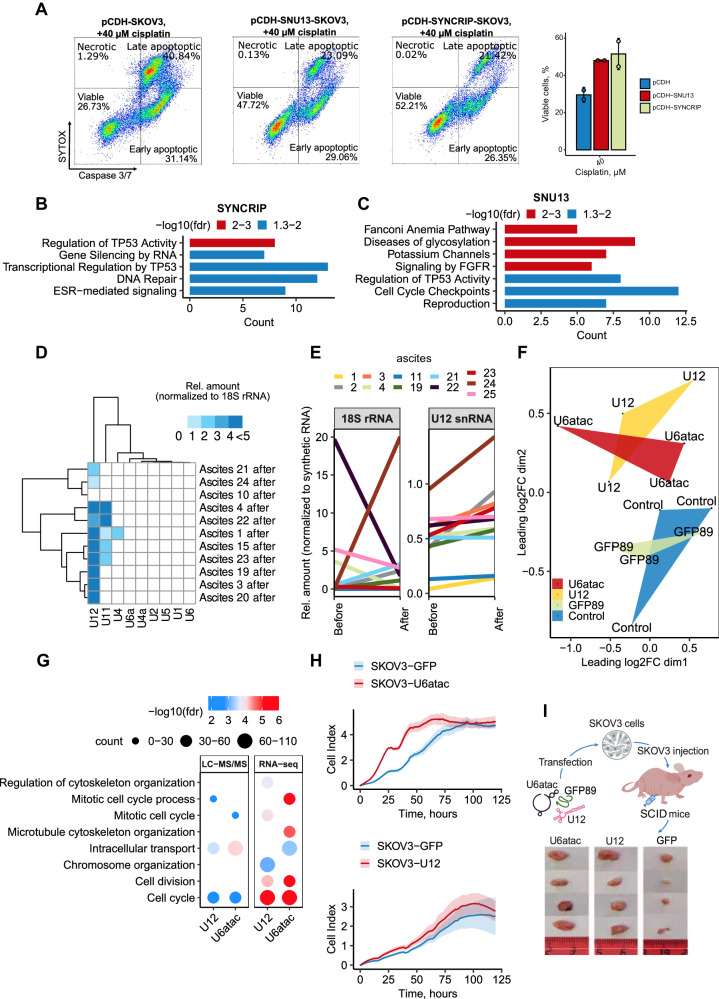
Extracellular spliceosomal components contribute to the aggressiveness of ovarian cancer. **A** Flow cytometry analysis of caspase 3/7 activity and SYTOX staining of SKOV3 cells stably expressing SYNCRIP, SNU13 or an empty vector (pCDH), treated with 40 μM of cisplatin for 24 h. The bar graph (on the right) shows the percentage of viable cells for each cell line 24 h after treatment with 40 µM of cisplatin (n = 2 biologically independent experiments). **B** Reactome enrichment analysis of upregulated genes in SKOV3 cells overexpressing SYNCRIP versus control pCDH cells 24 h after cisplatin (40 µM) addition (*p*-values are indicated by colors). **C** Reactome enrichment analysis of upregulated genes in SKOV3 cells overexpressing SNU13 versus control pCDH cells 24 h after cisplatin (40 µM) addition (*p*-values are indicated by colors). **D** Heat map displaying the relative amount of 9 snRNAs in ovarian cancer cells and malignant ascitic fluids after chemotherapy from 11 patients. The data represent the mean values ± SD (*n* = 3 biologically independent samples). **E** Spaghetti plots of U12 snRNA and 18S rRNA levels in paired ascitic fluids from 11 patients before and after chemotherapy. The data represent the mean values ± SD (*n* = 3 biologically independent samples). **F** Multidimensional scaling (MDS) plot of all expressed genes reflects changes between control cells transfected with empty lipofectamine (blue) or GFP mRNA fragment (green) and cells transfected with U12 snRNA (yellow) or U6atac snRNA (red). Each point represents 1 sample, and the distance between 2 points reflects the logFC of the corresponding RNA-seq samples. **G** Gene Ontology enrichment analysis of upregulated proteins (left panel) or genes (right panel) in SKOV3 cells transfected with synthetic U12 snRNA or U6atac snRNA compared to control cells transfected with empty lipofectamine. The color scale refers to −log10 (FDR) values; the number of proteins/genes are represented by the diameter of the circles. **H** xCELLigence proliferation assay of SKOV3 cells overexpressing U12 snRNA (top panel), U6atac snRNA (bottom panel) or control GFP mRNA fragments (with the corresponding promoters: U2 or U6, respectively). SKOV3 cells were seeded in 96-well E-plates for xCELLigence assay monitoring impedance (cell index, CI) (*n* = 3 biologically independent samples). Mean values of the CI were plotted ± standard deviation. **I** Scheme of the experiment (top panel) and the representative tumor images (bottom panel) obtained from SCID mice injected with 4 × 10^6^ SKOV3 cells which were transfected with synthetic U12 snRNA, U6atac snRNA, or a GFP mRNA fragment (control). ClusterProfiler was used for functional enrichment analysis with all genes as background (**B**, **C**). A hypergeometric test was carried out, and all significant categories (false discovery rate < 0.05, after correction for multiple testing using the Benjamini–Hochberg procedure) are displayed. Source data are provided as a Source Data file.

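For the comparisons of panels B and C, a list for the Fanconi anemia pathway was compiled by hand, and the set of the figure differs from it. The list had 28 genes tested, 26 of them also in the DNA repair list, and in all lists together 65 of 359 tested genes stood in more than 1 list. In SYNCRIP cells 12 higher and 0 lower Fanconi genes were called (15 and 0 at an unadjusted p under 0.05, and 13 and 0 adjusted over the list alone), with a median log2 fold change of 0.16 (camera, n = 28 genes, p = 0.102, adjusted 0.204). In SNU13 cells 1 higher and 2 lower were called, and the median was -0.033 (camera, n = 28 genes, p = 0.189, adjusted 0.284). Relative to all genes, the median of the Fanconi list in SYNCRIP cells was 0.068. Scaled to a common median, after quantile normalization and with the factors of Supplementary Data 6 (chosen after the values had been seen), 5, 5 and 6 Fanconi genes were higher and 1, 0 and 1 lower in SYNCRIP cells, 4, 1 and 4 were higher and 1, 1 and 1 lower in SNU13 cells, and the median in SNU13 cells was positive (0.039, 0.044 and 0.035). Fry, a rotation test that keeps the correlation between genes, gave p = 1.37e-05 for the Fanconi list in SYNCRIP cells. Without the filter on mean TPM, camera at its preset correlation gave p = 0.00538 there (Fisher's exact test, 0.0382), and with the factors of Supplementary Data 6 as well 0.0178 (Fisher's exact test, 0.167). Over the 12 list tests the list did not pass 0.05 in either line after Benjamini-Hochberg adjustment of camera's p. In the response to cisplatin, the list in SNU13 cells differed from that in pCDH cells by a median of 0.032, with 0 genes higher and 0 lower (4 and 2 at an unadjusted p under 0.05; camera, n = 28 genes, p = 0.0209, adjusted 0.0628 over 6 lists), and the other scalings gave a camera p of 0.0305, 0.0228 and 0.0300 before adjustment. In SYNCRIP cells the response differed for 4 higher and 0 lower Fanconi genes (median 0.13), and the list did not stand apart from other genes (camera, n = 28 genes, p = 0.147). Apart from SYNCRIP itself, the genes with the smallest adjusted p among those higher in SYNCRIP cells were IL1R2 (ENSG00000115590.13), with a log2 fold change of 0.74 (standard error 0.033, adjusted p = 8.57e-07, limma), and NR2C2AP, with 0.66 (standard error 0.039, adjusted p = 6.87e-06, limma). Among those lower they were ADGRG1 (-0.82, adjusted p = 2.32e-06, limma), IER3 (-0.50) and ITM2B (-0.37). In SNU13 cells IL1R2 (0.48, adjusted p = 1.32e-05, limma) and SLPI (0.31) were higher, and TIMP2 (-0.68, adjusted p = 1.01e-07, limma), ACTB (-0.45) and ACTG1 (-0.37) were lower. The actin genes ACTB and ACTG1 have near-identical copies whose reads Salmon could have shared.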

Next, we explored the effects of spliceosomal non-coding snRNAs. To select candidates for further investigation, we determined which snRNAs were most actively secreted by cancer cells. Surprisingly, among all spliceosomal snRNAs, U12 snRNA exhibited the highest relative increase in ascitic fluids after therapy (Fig. 6D). Importantly, U12 snRNA levels increased in samples from most patients (7 out of 11) after chemotherapy, whereas no such trend was observed for 18S rRNA (increased in 4 out of 11 patients) (Fig. 6E). Based on these data, we chose U12 snRNA for further analysis, along with U6atac snRNA which functions in a complex with U12 snRNA (Supplementary Fig. 8A).

To ensure the reliability and reproducibility of our results, we used two complementary approaches to study the effects of exogenous snRNA: i) transfection of cells with artificially synthesized snRNAs; and ii) a lentiviral overexpression system to directly increase intracellular levels of the corresponding U snRNAs.

To prevent a non-specific immune response to the exogenous snRNAs, we incorporated modified nucleotides into the RNA structure^51,52^ and confirmed the absence of cytotoxicity of the synthetic RNAs (Supplementary Fig. 8B–D). We used radioactive labels to demonstrate the efficiency of delivery and stability of the synthetic RNA constructs in the cells (Supplementary Fig. 8E).

Next, we investigated the effects of the selected snRNAs by transfecting SKOV3 cells with U12 snRNA, U6atac snRNA, or a GFP mRNA fragment (89 nucleotides) and performed RNAseq and proteomic profiling 48 h after the transfection. Additionally, all samples were assessed for transfection efficiency and absence of interferon response activation (Supplementary Fig. 8F, G). RNAseq analysis revealed that spliceosomal U12 and U6atac snRNAs induced similar changes in gene expression in the recipient cells, while cells transfected with the GFP mRNA fragment remained similar to the non-transfected control (Fig. 6F; Supplementary Data 7, Sheet 1). Functional annotation of upregulated genes after transfection with U12 or U6atac snRNAs unveiled the activation of genes involved in cell cycle regulation as well as for DNA damage checkpoint signaling such as *MSH2, RAD50, DNA2, SMC3, RBBP8* which also facilitates G1/S transition (Fig. 6G, Supplementary Data 7, Sheet 1).

We conducted proteomic profiling of the corresponding samples and identified 3,946 proteins (Supplementary Fig. 8H; Supplementary Data 7, Sheet 2). Consistently with our RNAseq data, among the differentially enriched proteins in cells transfected with both U12 and U6atac snRNAs, significant differences were observed in the cell cycle regulation clusters, including proteins involved in the progression through the G1 phase and DNA repair such as CCNB1, AURKB, CDK4, ANAPC4/5, CHEK1, XPC. Based on these data, we next explored whether increased levels of snRNAs would indeed affect cell cycle progression. FACS analysis demonstrated that cancer cells transfected with U12 and U6atac snRNAs spent less time in G1 phase, which is often accompanied by a high proliferation rate^53^ (Supplementary Fig. 8J). To validate these results, we overexpressed U12 and U6atac snRNAs in SKOV3 cells using lentiviral constructs and showed that both U snRNAs substantially increased the proliferation of SKOV3 cells (Fig. 6H, Supplementary Fig. 8I).

Finally, we investigated the effect of exogenous spliceosomal snRNAs on tumor progression in vivo. In this experiment, we first transfected SKOV3 cells with synthetic U12, U6atac snRNA analogs, or a GFP mRNA fragment (control) and subsequently subcutaneously injected the cells into immunodeficient SCID mice. Tumor size was evaluated after 70 days. Our results showed that both U6atac and U12 snRNAs significantly accelerated tumor growth in vivo (Fig. 6I).

In summary, our findings reveal that exogenous spliceosomal proteins and snRNAs, by influencing different pathways such as DNA repair and cell cycle, promote the malignancy of ovarian cancer cells and partially recapitulate the effects of drug-stressed secretomes.

## Discussion

The acquisition of drug resistance in cancer cannot be solely attributed to de novo gene mutations^54^. Extracellular signals play a significant role in the acquisition of therapy resistance by modulating gene expression at the transcriptome level. Previous studies have demonstrated that secretomes from apoptotic tumor cells enhance metabolic activity, cell migration, and therapy resistance of cancer cells^5,7,17,55^. However, current data on this matter remain incomplete and controversial, as some studies indicate that therapy-induced cancer secretomes enhance the cytotoxic activity of natural killer cells^56^ and that lethally irradiated cells may transfer death signals to neighboring tumor cells^57^. In the context of ex vivo secretomes, primary tumor ascitic fluids were found to promote cancer progression by enhancing proliferation^58,59^, migration^60^, invasion^61,62^, resistance to apoptosis^63,64^ and epithelial-mesenchymal transition^65^. Conversely, some researchers observed that tumor ascites significantly enhance ovarian cancer cell apoptosis^59,66,67^. Additionally, cell-free and concentrated ascites reinfusion therapy was shown to be effective in ovarian cancer patients^68,69^. Thus, malignant ascitic fluids can significantly modulate the behavior of tumor cells, but the role that they play during chemotherapy is unclear. Our study contributes to this understanding by revealing that ovarian cancer ascitic fluids after chemotherapy contain spliceosomal components that promote the acquisition of a more therapy-resistant phenotype in recipient cancer cells.

Despite the high biological importance of therapy-induced tumor secretomes, their composition has not yet undergone systematic assessment. While numerous studies reveal that various stress conditions such as hypoxia, irradiation, and chemotherapy, significantly increase the secretion of extracellular vesicles by dying cancer cells compared to untreated ones^57^, proteomic profiling of these secretomes and corresponding extracellular vesicles is often lacking. Existing proteomic data are predominantly confined to descriptions of in vitro secretomes from sensitive and resistant cancer cells^70,71^, mesenchymal and epithelial cancer cells^72^, and cancer cells with a different metastasis potential^73^. Notably, chemotherapy-induced alterations in cancer cell secretomes ex vivo remain unexplored. In this study, we conducted a proteomic analysis of paired ascitic fluids from ovarian cancer patients as well as in vitro secretomes from several ovarian cancer cell lines before and after chemotherapy. Our findings revealed that both in vitro and ex vivo secretomes after chemotherapy exhibit enrichment with spliceosomal components. This observation was corroborated by analyzing six previously published LC-MS/MS datasets. Consistent with our data, secretomes from dying lymphoma^19^, melanoma^20^, and glioblastoma^7^ cells were enriched with spliceosomal proteins compared to the secreomes from corresponding untreated cells (Supplementary Data 4, Sheet 4). Interestingly, secretomes from dying normal cells (pigment epithelial cells (RPE)^74^, endothelial^75^ cells or fibroblasts^76^) did not demonstrate upregulated secretion of spliceosomal proteins. Furthermore, it is noteworthy that senescence-associated secretory phenotype (SASP) inducers did not stimulate the secretion of spliceosomal proteins^77^. Despite identifying multiple SASP-related proteins in all our secretomes (Supplementary Data 4, Sheet 6)^21,76,78^, their accumulation did not prominently increase after therapy. Thus, we posit that the biological effect of TIS is unlikely to be associated with the SASP phenotype. Instead, our data underscore the potential significance of splicing regulators as mediators of intercellular communication during therapy.

Under normal conditions, spliceosomal components are mainly localized in the nucleus. Given the results of our subcellular proteomic analysis, we suggest that chemotherapeutic drug-induced stress provokes re-localization of spliceosomal proteins. Previous studies have indicated that splicing factors could be transported to cytoplasmic stress granules upon stress such as hypoxia, heat shock, and chemotherapy^41,79–82^. Stress granules are non-membranous structures with high concentrations of proteins and mRNAs mainly involved in cell-cycle regulation, chromosome organization, and RNA metabolism^41,80–84^. The human stress granules’ proteome encompasses around 600 proteins, with approximately half being RNA-binding proteins^85–87^. We speculate that under the stress induced by chemotherapeutic drugs, spliceosomal proteins may re-localize to cytoplasmic stress granules, which potentially can be exported within extracellular vesicles. Intriguingly, our analysis identified proteins known as main stress granule markers (G3BP1, PABPC1, and TIA1) in ascitic fluids and secretomes of cancer cells after chemotherapy. Comparing the proteomic profiles of ascitic fluids/secretomes with the stress granule proteome revealed approximately 300 overlapping proteins, including spliceosomal proteins and translation initiation factors (Supplementary Data 4, Sheet 6). Thus, we propose the intriguing possibility that stress granules and stress granule-associated mRNAs might be exported and subsequently delivered to recipient cells during therapy. Importantly, the potential for intercellular transport of large structures has been previously demonstrated for mitochondria and ribosomes^88–91^.

Transcriptomic and proteomic analyses of recipient cancer cells exposed to TIS revealed that TIS, both in vitro and in vivo, upregulated genes and proteins involved in DNA damage response and increased resistance of cancer cells to DNA-damaging drugs. Our modified SILAC-MS approach highlighted spliceosomal proteins as among the most abundant proteins delivered into recipient cells by TIS. Numerous studies have demonstrated that elevated levels of splicing factors in cancer cells lead to the upregulation of DNA repair proteins^92–95^. Genome-wide siRNA and CRISPR screenings in cancer cells further validated that knockdown/knockout of spliceosomal genes disrupts DNA repair processes^42–45^, resulting in increased levels of H2AX phosphorylation^96^, and synthetic lethality for cancer cells in combination with DNA-damaging agents^95^. Our data specifically highlight the significant contribution of splicing factors SYNCRIP and SNU13 to TIS-induced enhanced DNA repair. These findings align with a growing body of evidence demonstrating that various spliceosomal proteins regulate the expression of DNA repair genes, and are involved in the R-loop resolving, signaling of DNA breaks, establishment of liquid-liquid phase separation, or remodeling of chromatin at DNA damage sites^93^. However, the precise molecular mechanisms by which spliceosomal proteins participate in DNA repair warrant further investigation.

In addition to impacting DNA repair pathways, TIS also affected cell cycle regulation in recipient cancer cells. Similarly, the overexpression of spliceosomal proteins SYNCRIP and SNU13, as well as spliceosomal snRNAs U12 and U6atac, led to the upregulation of genes associated with cell cycle progression. It is noteworthy that multiple splicing factors were shown to participate in cell cycle regulation^97,98^. They can regulate cell division through the alternative splicing of mitotic-related pre-mRNAs^99,100^ or play a direct role in mitosis progression^101–103^. For example, several spliceosomal proteins were shown to be associated with the cohesin complex which regulates the segregation of sister chromatids. 

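For SYNCRIP and SNU13, cell cycle genes were examined after cisplatin over hand-compiled lists of S phase (42 genes tested) and G2/M phase genes (54 tested). The cells with U12 or U6atac snRNA are not analysed here. In SYNCRIP cells 43 G2/M genes were higher and 0 lower than in pCDH cells (46 and 0 at an unadjusted p under 0.05, 44 and 0 adjusted over the list alone). The median log2 fold change was 0.33, 0.23 above that of all genes (camera, p = 4.97e-10, adjusted 5.96e-09; one-sided Fisher's exact test of the higher calls, p = 6.77e-13), and the call also held with an estimated gene correlation and under fry. For the S phase genes 21 higher and 1 lower were called (22 and 1 adjusted over the list alone), with a median of 0.23 (camera, n = 42 genes, p = 0.0183, adjusted 0.0731). With an estimated gene correlation the p of the S phase list was 0.0521, under fry it was 3.30e-06, and over genes with a mean of at least 100 TPM it was 0.145. In SNU13 cells 3 higher and 8 lower G2/M genes were called (3 and 9 adjusted over the list alone), with a median of -0.021 (camera, n = 54 genes, p = 0.119, adjusted 0.204). Of the S phase genes 4 higher and 6 lower were called (5 and 8 adjusted over the list alone), with a median of -0.010 (camera, p = 0.0587; Fisher's exact test, p = 0.0255, adjusted 0.102). The other scalings changed these counts. Under a common median, quantile normalization and the factors of Supplementary Data 6 (chosen after the values had been seen), 10, 4 and 9 G2/M genes were higher and 4, 3 and 5 lower in SNU13 cells, and 8, 3 and 8 S phase genes were higher and 1, 0 and 0 lower. The medians there were positive, 0.036, 0.046 and 0.033 for G2/M and 0.058, 0.055 and 0.055 for S phase genes. In SYNCRIP cells 35, 31 and 35 G2/M genes were higher and 0, 0 and 0 lower under these scalings, and 14, 13 and 15 S phase genes were higher and 5, 4 and 4 lower. After quantile normalization camera gave p = 0.0397 for the G2/M and 0.0397 for the S phase list in SNU13 cells before adjustment, and with a common median Fisher's exact test gave p = 0.00699 for the higher G2/M genes. Compared directly, the G2/M list was higher in SYNCRIP than in SNU13 cells, with a median of 0.37 (camera, n = 54 genes, p = 3.65e-06, adjusted 2.19e-05 over 6 lists). The S phase list did not stand apart in camera (n = 42 genes, p = 0.201). It had 26 genes higher and 1 lower there (one-sided Fisher's exact test of the higher calls, p = 0.0379 before adjustment). Under the other scalings, in the same order, 10, 9 and 11 S phase genes were higher and 7, 4 and 7 lower. Cisplatin had lowered the G2/M list in pCDH cells to a median log2 fold change of -2.40, -1.59 relative to all genes (1 gene higher, 53 lower; camera, n = 54 genes, p = 2.83e-07). Cyclin B1, CCNB1 (ENSG00000134057.14, chromosome 5, 69167135 to 69178245, forward strand of GRCh38), was at 28.5 ± 1.24 TPM in pCDH, 52.9 ± 13.1 in SYNCRIP and 34.7 ± 0.868 in SNU13 cells after cisplatin (SD, n = 2 each), against 613 ± 1.79 (SD, n = 2) in untreated pCDH cells. Its log2 fold change was 0.85 (standard error 0.11, adjusted p = 3.02e-04, limma) in SYNCRIP and 0.27 (standard error 0.11, adjusted p = 0.112, limma) in SNU13 cells. FOXM1 (ENSG00000111206.12, chromosome 12, 2857680 to 2877174, reverse strand), a transcription factor of mitotic genes, had a log2 fold change of 0.56 (standard error 0.047, adjusted p = 3.22e-05, limma) in SYNCRIP and -0.29 (standard error 0.047, adjusted p = 0.00208, limma) in SNU13 cells. AURKB (ENSG00000178999.12, chromosome 17, 8204733 to 8210600, reverse strand) had a log2 fold change of 0.42 (standard error 0.074, adjusted p = 0.00146, limma) in SYNCRIP and -0.27 (standard error 0.074, adjusted p = 0.0253, limma) in SNU13 cells. Relative to the median of all genes in the SYNCRIP comparison, CCNB1 changed by 0.75, FOXM1 by 0.46 and AURKB by 0.32. The call of AURKB in SNU13 cells was lost with a common median (adjusted p = 0.0917, limma), after quantile normalization (adjusted p = 0.170, limma) and with the factors of Supplementary Data 6 (adjusted p = 0.0989, limma), and its log2 fold change there was -0.15 without the first pCDH repeat. CDK4 (0.12 and -0.11), ANAPC4 (0.12 and 0.35) and ANAPC5 (0.066 and 0.0034) were called in neither line, except that a common median (0.43, adjusted p = 0.0372, limma) and the factors of Supplementary Data 6 (0.42, adjusted p = 0.0396, limma) called ANAPC4 higher in SNU13 cells. In SYNCRIP cells the signs of CDK4 and ANAPC5 changed with a common median, that of ANAPC5 also after quantile normalization and with those factors, and that of ANAPC4 after quantile normalization.

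**Figure D4:**
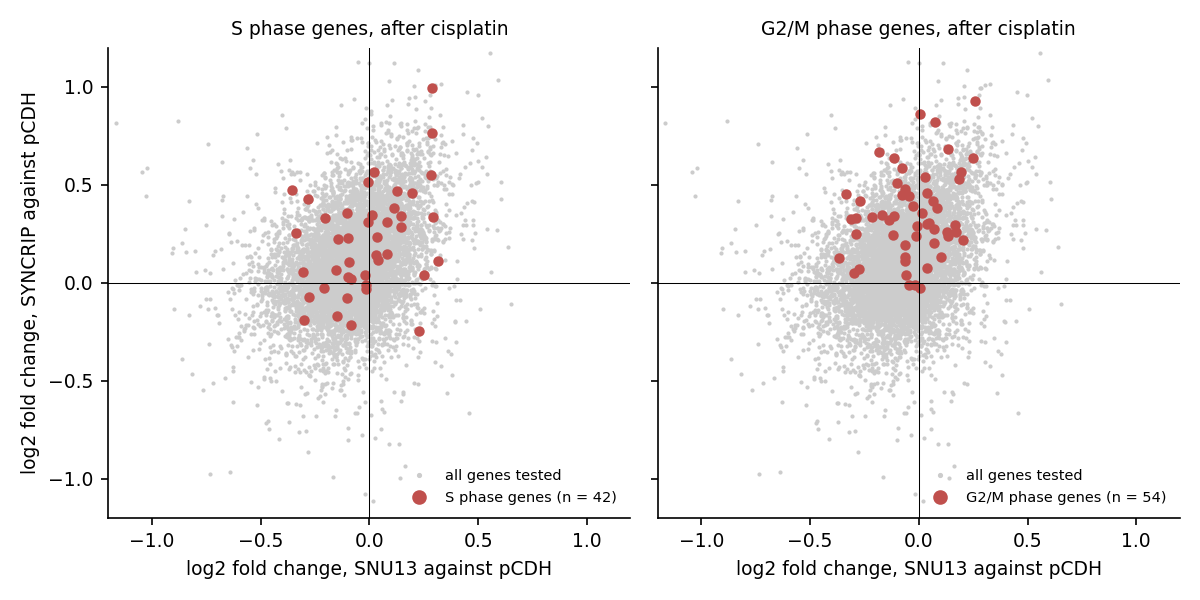
Log2 fold change against pCDH cells 24 h after cisplatin in SNU13 (horizontal) and SYNCRIP cells (vertical), with S phase genes (left, n = 42) and G2/M phase genes (right, n = 54) in red over all genes tested in grey. The axes end at -1.2 and 1.2 and leave out 8 genes, none of them in the lists. The G2/M genes have medians of 0.33 on the vertical and -0.021 on the horizontal axis.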

Depletion of spliceosomal proteins disrupts this process, leading to aberrant mitosis^97,103–109^. It is reasonable to speculate that exogenous spliceosomal components can influence cell cycle regulation in recipient cells. Importantly, we demonstrated that not only spliceosomal proteins but also spliceosomal snRNAs (U12 and U6atac) can be involved in this process. Cells with higher levels of these snRNAs had higher proliferation rate and spent a shorter time in the G1 phase. This observation aligns with data showing that the knockdown of U6atac snRNA, as well as several other components of the minor spliceosome, resulted in the downregulation of genes related to the cell cycle and DNA repair and blocked the proliferation of cancer cells but not non-cancer cell lines^110^.

In this study, our primary focus was on exploring the communication between cancer cells. However, it is essential to acknowledge the potential significance of interactions between the tumor and its microenvironment. Our findings indicate a substantial negative impact of tumor cell secretomes on fibroblast proliferation. While this observation could be attributed to in vitro experimental conditions, it also raises the possibility of an important biological mechanism. The inhibition of fibroblast proliferation by cancer cells might signify a strategic maneuver. Cancer cells could potentially impede the formation of a fibrous capsule around the tumor, thereby facilitating metastasis and access of the blood vessels to the tumor^111^. On the other hand, the tightly regulated and stable phenotype of normal cells, compared to cancer cells, may render them less responsive to signals from TIS, possibly resulting in a limited pro-proliferative effect on non-cancerous cell types. A compelling avenue for further investigation would be to explore whether secretomes after therapy also have the capacity to influence the proliferation of immune cells. This exploration could uncover yet another mechanism through which TIS might exert pro-oncogenic effects.

In conclusion, our study underscores the significance of extracellular signals in acquisition of therapy resistance in ovarian cancer. It highlights the role of spliceosomal components in intercellular communication during therapy, elucidating their contributions into the DNA damage response and cell cycle regulation in recipient cells. This sheds light on a mechanism underlying chemotherapy resistance. These findings pave the way for potential therapeutic strategies. Targeting spliceosomal components could enhance the efficacy of DNA-damaging drugs, curtail the acquisition of therapy resistance, and ultimately enhance the outcomes for patients with ovarian cancer.

## Methods

This research complies all relevant ethical regulations. All patients provided written informed consent for participation. Ethical approval was obtained from the Ethics Committees of the Russian Research Center of Roentgenology and Radiology (agreement and protocol no. 30-2018/E from 13 November 2018) and National Medical Research Center for Obstetrics, Gynecology, and Perinatology named after Academician V.I. Kulakov of the Ministry of Healthcare of the Russian Federation (protocol no. 10 of 5 December 2019). All animal experiments were carried out in compliance with the protocols and recommendations for the proper use and care of laboratory animals (EEC Directive 86/609/EEC). The study protocol was approved by the Committee on the Ethics of Animal Experiments of the Administration of SB RAS (Permit #40 from April 4, 2018).

### Patients and specimens

Paired ascitic samples were collected from 25 ovarian cancer patients before and after neoadjuvant chemotherapy. The samples were obtained from the National Medical Research Center for Obstetrics, Gynecology, and Perinatology named after Academician V.I. Kulakov of the Ministry of Healthcare of the Russian Federation (Moscow, Russia) and from the Russian Research Center of Roentgenology and Radiology of the Ministry of Healthcare of the Russian Federation (Moscow, Russia). Ascitic fluids obtained before therapy were collected at the time of diagnosis through laparocentesis, aspiration during diagnostic laparoscopy, or puncture through the posterior vaginal fornix. Post-chemotherapy ascitic fluids were collected intraoperatively after several courses of neoadjuvant chemotherapy. The clinical samples were carefully characterized, including histological and cytological findings, information on the number of neoadjuvant chemotherapy courses, and mutations in the BRCA1/2 genes. RECIST criteria were assessed for each patient. Patients, from whom we got paired ascitic fluids before and after therapy, had Partial Response, Stable Disease, or Progressive Disease. Information on the current state of the patients and recurrences was also collected (Supplementary Data 1, Sheet 1).

The ascitic fluids were used for the following experiments: establishment of primary cell cultures; RNAseq analysis; MTT, and wound healing assaysis to study the effect of ascitic fluids on cancer cells; proteomic analysis; exosome counting using nanoparticle tracking analysis (NTA); immunoblotting; RNA isolation followed by RT-qPCR of selected molecules.

### Processing of patient samples

The ascitic fluids from ovarian cancer patients before and after chemotherapy were collected in sterile 50-ml tubes (Eppendorf). Within 1 h of collection, fresh ascitic fluids were centrifuged at 200 *g* for 15 min at 4 °C to precipitate the cells. The supernatant fraction of the ascitic fluids was aliquoted and stored at −70 °C.

Contaminating red blood cells in the cell pellets of ascites were removed by hypotonic lysis using sterile MilliQ H2O. One part of the ascites cells was cryopreserved in 90% fetal bovine serum (FBS; Gibco, #A3382001) and 10% dimethyl sulfoxide (DMSO; Paneco, Ф135), while the other part was seeded on plastic plates (Corning) and cultured for no longer than 8 passages in RPMI growth medium (Paneco, С330п) supplemented with 10% FBS, 2 mM glutamine (Gibco, #35050061), 1% penicillin/streptomycin (Paneco, A065), and 1% non-essential amino acids (Paneco, Ф115/100п). The cells were maintained at 37 °C in a 5% CO_2_ atmosphere.

### Cell cultures

Human ovarian cancer cell lines SKOV3 (ATCC, HTB-77), MESOV (ATCC, CLR-3272), and human keratinocyte cells HaCaT (CLS, 300493) were grown as adherent monolayers in DMEM medium (Paneco, С420п) supplemented with 10% FBS, 2 mM l-glutamine, and 1% penicillin/streptomycin. Human ovarian cancer cell line OVCAR3 (ATCC, HTB-161) was grown in RPMI medium supplemented with 10% FBS, 2 mM l-glutamine, and 1% penicillin/streptomycin. hTERT FT282 cells (ATCC, CRL-3449) were grown in DMEM/F12 medium (Paneco, С470п) supplemented with 10% FBS, 2 mM l-glutamine, and 1% penicillin/streptomycin. A primary culture of human dermal fibroblasts was grown in DMEM medium supplemented with 10% FBS, 1% non-essential amino acids, 2 mM l-glutamine, and 1% penicillin/streptomycin. Ethical approval was obtained for the fibroblast cell line from the Research and Clinical Center of Physical-Chemical Medicine. The Phoenix-GP packaging cell line (ATCC, CRL-3215) was cultured in DMEM/F12 medium (Paneco, С470п) containing 10% FBS, 2 mM l-glutamine, 1 mM sodium pyruvate (Paneco, Ф023), and 1% penicillin/streptomycin. All cell lines were incubated at 37 °C in a humidified atmosphere containing 5% CO2.

### Secretome generation

To generate conditioned media (CM), cells (at approximately 80% confluence) were incubated with FBS-free standard medium with or without cisplatin (Teva Pharmaceutical Industries Ltd, N011590/02): 40 µM for SKOV3 cells, 60 µM for MESOV cells, 25 µM for OVCAR3, HaCaT cells, and primary culture of 26 cells, and 80 µM for Fibroblasts and hTERT FT282 cells. After 7 h, cisplatin-containing and control media were removed, and the adherent cells were washed thoroughly four times with phosphate-buffered saline (PBS). Then, cells were incubated for 17 (for experiment with inhibitors) or 41 h in a fresh FBS-free medium (Fig. 3A). The cisplatin treatment regimen was chosen to ensure that approximately 50% of the donor cells were dead at the time of CM collection, allowing for a high level of apoptosis in tumor cells and simultaneous collection of drug-free medium.

CMs were collected 24 or 48 h after cisplatin adding, followed by centrifugation for 10 min at 500 *g* at 4 °C in the F-45–24-11 rotor (Eppendorf, Germany) to remove cells. The supernatants were concentrated using a 100-kDa molecular weight cut-off spin concentrators (Amicon, Merck, UFC910024) to enrich with extracellular vesicles. Finally, a fraction of extracellular vesicles (>100 kDa fraction) was diluted in fresh media containing 2% FBS.

For proteomic analysis of secretomes, cells were treated or untreated with cisplatin as indicated above. After 7 h, cisplatin-containing or control media were removed, and the adherent cells were washed thoroughly four times with PBS. Then, cells were incubated for 41 h in an FBS-free and phenol-red-free medium (Paneco, С420п−1).

For experiments with low molecule inhibitors, effective concentrations of Brefeldin A (6 µg/ml; Sigma-Aldrich, B6542) and Leptomycin B (37 nM; Cayman Chemical, #10004976) were selected using western blot analyses (Supplementary Fig. 2E, F), an effective concentration of Z-VAD-FMK (50 µM; Sigma-Aldrich, V-116) was selected using CellEvent Caspase-3/7 Green Detection Reagent (Invitrogen, #C10427) followed by flow cytometry (Supplementary Fig. 2G).

### Animal studies

All animal experiments were carried out in compliance with the protocols and recommendations for the proper use and care of laboratory animals (EEC Directive 86/609/EEC). The study protocol was approved by the Committee on the Ethics of Animal Experiments of the Administration of the Siberian Branch of the Russian Academy of Science (Permit #40 from April, 4 2018). The mice were housed in groups of four animals per cage and had access to autoclaved water and pelleted feed. The cage environment was enriched with a mouse house. The mice were kept at a standard temperature of 22 C ± 2 °C and relative humidity of 55% (45–70%) in a 12:12-h light:dark cycle (lights on, 6 am to 6 pm). SKOV3 cells were transfected with 10 µM of synthetic analogs U6atac snRNA, U12 snRNA, or a synthetic mRNA fragment of the GFP in complex with a lipid transfection agent RNAiMAX (Invitrogen, #13778150). Control cells were incubated in a medium with an empty transfection agent. 48 h after transfection, cell suspensions (4 × 10^6^ cells in 500 μl of PBS) were injected subcutaneously in female SCID mice (6–8 weeks old, SHO-PRKDC SCID HR/HR1EW 43375; 4 mice in each group, SPF vivarium of the Institute of Cytology and Genetics SB RAS, Novosibirsk, Russia) as previously described^112^. We used female mice in this study, because females mice are more stable and less aggressive in terms of behavior despite the fact that they have the estrous cycle. Moreover, our object of our study is ovarian cancer, which represents gynecological disease. 70 days after tumor cell injections, mice were sacrificed, and tumor development was analyzed. Tumor volumes were calculated using the formula V= ½ (length × width^2^). For subcutaneous tumors, the maximum size allowed for a mouse is 20 mm in diameter. If an animal has more than one tumor, these sizes are the maximum allowable sizes for all tumors combined.

### Survival assay

Cancer cells were plated on 96-well plates (5000 or 10,000 cells per well) and allowed to adhere overnight. Cells were then incubated with or without cisplatin, etoposide (Cell Signaling Technologies, 2200S), doxorubicin (Sigma-Aldrich, D1515), staurosporin (Cell Signaling Technologies, 9953) or paclitaxel (Cell Signaling Technologies, 9807S) for an indicated period. Cell viability was determined with MTT reagent (Sigma-Aldrich, M5655) using the iMark Microplate Reader (Bio-Rad, USA). All experiments were performed at least 3 times.

For caspase 3/7 activity assay, cells were stained with CellEvent Caspase-3/7 Green Flow Cytometry Assay Kit (Thermo Fisher Scientific, #C10427) according to the manufacturer’s protocol and analyzed by NovoCyte Flow Cytometer (ACEA Biosciences, USA).

### Wound healing assay

Wound healing (scratch) assay was performed as described previously^5,113^. Briefly, ovarian cancer cells were seeded on 6-well plates, and conditioned media/ascitic fluids (25% v/v) were added for 3 days. A gap was generated using a tip, cells were washed, and a growth medium was added. Images were acquired using microscope «IX53» (Olympus, Japan) after an indicated period. All experiments were performed independently at least twice.

### Comet assay

SKOV3 cells were incubated with control or therapy-induced secretomes for 3 days and then treated with 10 µM of cisplatin. After 48 h, 3000 cells were processed for single-cell gel electrophoresis using the the guidelines provided by Trevigen (catalog # 4250-050-K). The images were captured using Nikon Eclipse Ts2 (Japan). Tail moment was defined as the product of the tail length and the fraction of total DNA in the tail (Tail moment = tail length x % of DNA in the tail) and was quantified using the CometScore pro (2.0.0.38) software (TriTek Corp.).

### Cell cycle analysis

SKOV3 cells were incubated with secretomes for 3 days and then treated with 10 µM of cisplatin for 24 h. Cells were fixed with ice-cold 70% ethanol at −20 °C overnight and incubated with DAPI solution and 0.1% Triton X-100 in PBS for 30 min. Flow cytometry was performed on NovoCyte Flow Cytometer with NovoExpress software (ACEA Biosciences, USA).

### Cell proliferation assay

Cell proliferation analysis was conducted using the xCELLigence RTCA DP instrument (ACEA Biosciences, USA), following the manufacturer’s recommended protocol. SKOV3 cells overexpressing U6atac snRNA, U12 snRNA or GFP mRNA fragment were seeded on xCELLigence E-plate 16 (5000 cells per well) in standard growth medium. The electrical impedance values, represented as the cell index, were then recorded at 15-min intervals over a 5-day period.

### Ascites fractionation

For ascitic fluid fractionation by molecular weight, ascitic fluids were diluted twice with PBS and then centrifuged sequentially through 100, 30, 10, and 3 kDa molecular weight cut-off spin concentrators (Sartorius, #Z614297, #Z614246, #Z614211, #Z629405).

### RNA isolation

For RNA sequencing, total RNA from primary ovarian cancer cell cultures, SKOV3 cells, and fibroblasts was isolated using the RNeasy Mini Kit (Qiagen, #74104).

a) DNAse treatment of all samples (except samples of SKOV3 cells transfected with snRNAs) was carried out with TURBO DNA-free kit (Thermo Fisher Scientific, #AM2238), in volumes of 50 µl. Following DNAse treatment, RNA cleanup was performed with the Agencourt RNA Clean XP kit (Beckman Coulter, A66514).

b) Samples of SKOV3 cells transfected with snRNA were treated with DNAse I (Thermo Fisher Scientific, #EN0525). Subsequently, purification was carried out using the PureLink RNA Mini Kit (Thermo Fisher Scientific, #12183020).

The concentration and quality of the total RNA were assessed using the Quant-it RiboGreen RNA assay (Thermo Fisher Scientific, #R11490) and the RNA 6000 Pico chip (Agilent Technologies), respectively.

### RNA sequencing

a) Samples of primary ovarian cancer cell cultures and SKOV3 cells incubated with therapy-induced or control secretomes were analyzed using HiSeq 2500 Sequencing System (Illumina). Enrichment of polyadenylated RNA and library preparation was performed with NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra II Directional RNA Library Prep Kit (NEB, #E7490S, #E7760S), respectively, according to the manufacturer’s protocol. The library underwent a final cleanup using the Agencourt AMPure XP system (Beckman Coulter, #A63882) after which the libraries’ size distribution and quality were assessed using a high-sensitivity DNA chip (Agilent Technologies). Libraries were subsequently quantified by Quant-iT DNA Assay Kit, High Sensitivity (ThermoFisher, #Q33120). Finally, equimolar quantities of all libraries (12 pM) were sequenced by a high throughput run on the Illumina HiSeq 2500 using 2 × 100 bp paired-end reads and a 5% Phix spike-in control.

b) Samples of SKOV3 cells overexpressing spliceosomal proteins or transfected with snRNAs, were analyzed on the NextSeq 550 Sequencing System (Illumina). Enrichment of polyadenylated RNA and library preparation was performed with NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra Directional RNA Library Prep Kit (NEB, #E7490S, #E7420S), respectively, according to the manufacturer’s protocol. Complementary DNA libraries for paired-end sequencing were prepared using NEBNext® Ultra Directional according to the manufacturer’s protocol. Samples were sequenced with a NextSeq® 500/550 High Output Kit v2 (Illumina, #FC-404-2005): 300 Cycles for SKOV3 cells overexpressing spliceosomal proteins; 75 Cycles for SKOV3 cells transfected with snRNAs.

The raw sequence data and processed data have been deposited in the Gene Expression Omnibus the following accession numbers: GSE241908; GSE241909; GSE241910; GSE241912; GSE241913; GSE241914.

### Analysis of RNAseq data

a) For all samples (except samples of SKOV3 cells transfected with snRNAs) raw sequence data were initially converted to the FASTQ format using “bcl2fastq” software (Illumina). Subsequently, sequenced reads underwent a preprocessing step, which included trimming for adaptor sequences and quality control using “Trim Galore” (v.0.5.0). Trimmed RNAseq reads were then quantified against the *Homo sapiens* GRCh38.13 genome annotation at the transcript level employing the “Salmon” software (v. 1.4)^114^. The results were aggregated to the gene level using the “R” package “tximport”^115^. Datasets were filtered to remove rows with only a single count across all samples and differentially expressed genes were identified using the “R” package “DESeq2”^116^. Principal Component Analysis (PCA) was carried out using the “FactoMineR” package^117^, and data visualization was achieved using the “ggplot2” package^118^.

b) For samples of SKOV3 cells transfected with snRNAs, the raw sequence data were converted to the FASTQ format using “bcl2fastq” software (Illumina). For enhanced read quality before mapping, paired reads underwent trimming using “Trimmomatic” (v.0.35)^119^. Trimmed RNAseq reads were quantified against the *Homo Sapiens* GRCh37.p13 genome annotation employing the “STAR” (v.2.5.2b) software. Gene read quantification was conducted using “HTSeq-count” (v.0.6.0) package. Differentially expressed genes were identified through the application of the “R” package “edgeR”.

### Analysis of public RNA-Seq data

Unprocessed RNA-Seq samples from both cisplatin-resistant and cisplatin-sensitive cancer cell lines were obtained from the NCBI GEO data repository with the following accession numbers: GSE148003, GSE98559, GSE98230, GSE173201. Gene expression levels and differentially expressed genes were calculated for each dataset using the same methodology as employed for the RNA-Seq data we generated. To mitigate batch effects associated with different studies, we applied the ComBat algorithm from the “sva” package in R. Additionally, the relationships between samples were assessed through principal component analysis of DESeq2 rlog-transformed counts, utilizing the “FactoMineR” package in R.

### Protein concentration determination

Protein concentrations were determined using Quick Start Bradford Protein Assay (Bio-Rad, #5000201) or BCA Protein Assay Kit (Thermo Scientific, #23225) following the standard protocol provided by the respective manufacturers. Bovine Serum Albumin (BSA) served as the reference standard.

### LC-MS/MS analysis

#### a) Sample preparation for cancer cells

Cancer cells, incubated for three days with secretomes or primary cell cultures, incubated with autologous ascites were collected, washed three times with PBS, and then lysed using 4% SDS, and 50 mM TRIS-HCl (pH = 8) with protease inhibitors as described previously^120^. The cell lysates were subjected to sonication on ice (3 cycles: 10 s on/off pulses with a 30% amplitude). Disulfide bonds of each sample were reduced with DTT (final concentration 5 mM) for 30 min at room temperature (RT). Afterwards, iodoacetamide was added to a final concentration of 10 mM. The samples were incubated in the dark at RT for 20 min, with the reaction being stopped by the addition of DTT up to the final concentration of 5 mM. After precipitation of proteins using methanol/chloroform, the semi-dry protein pellet was dissolved in 50 µL of 8 M urea, 2 M thiourea, 10 mM TRIS-HCl (pH = 8). Protein concentration was then measured for each sample using Bradford Kit (Bio-Rad, #5000201), and then samples were diluted by the addition of 50 mM ammonium bicarbonate solution to reduce urea concentration to 2 M Trypsin (Promega, #V511A) was added at the ratio of 1:100 w/w and the samples were incubated for 14 h at 37 °C. After that, the reaction was stopped by the addition of formic acid up to a final concentration of 5%. Finally, the tryptic peptides were desalted using SDB-RPS membrane (Sigma-Aldrich, 66886-U), vacuum-dried, and stored at −80 °C before LC-MS/MS analysis. Prior to LC-MS/MS analysis, samples were redissolved in 5% ACN with 0.1% TFA solution and sonicated.

#### b) Sample preparation for ascitic fluids

Ten pairs of ascitic fluids from ovarian cancer patients before and after chemotherapy were treated with Combinatorial Peptide Ligand Library (CPLL) (Bio-Rad, #1633007) as described previously^22^. Briefly, reagent and column preparation, sample binding, and sample washes were carried out according to the manufacturer’s protocol (ProteoMiner Protein Enrichment Kit, Bio-Rad, #1633007). The bound proteins were eluted three times with 100 µl of 4 different elution solutions: (i) 1 M NaCl, 20 mM HEPES, pH = 7.5; (ii) 200 mM glycine-HCl, pH = 2.4; (iii) 60% ethylene glycol; and (iv) 13.3% isopropyl alcohol, 7% ACN, 0.1% TFA. The acidic protein fraction was neutralized by 3 M TRIS-HCl immediately after elution.

All fractions were pooled together and added to a 5-kDa molecular weight cut-off spin concentrator (Agilent Technologies, #5185-5991) for buffer exchange. The concentration of each sample was measured, and then solubilization buffer (8 M urea, 2 M thiourea, 10 mM TRIS-HCl, (pH = 8)) was added to 250 µg of each sample at a 1:3 ratio. The samples were incubated at RT for 30 min and then subjected to in-solution protein digestion (as indicated in the section “Sample preparation for cancer cells”).

#### c) Sample preparation for secretome preparation

For LC-MS/MS analysis, cell secretomes (FBS-free and phenol-red-free conditioned media) were collected by aspiration (from T175 flasks), a protease inhibitor cocktail (Sigma-Aldrich, GE80-6501-23) was added to each sample, and then the samples were centrifuged at 500 *g* for 10 min to remove detached cells. Subsequently, the supernatants were immediately frozen and subjected to lyophilization to reduce the volume of the secretome. The lyophilizates were reconstituted in a buffer containing 6 M Gd-HCl, 10 mM TRIS-HCl (pH = 8), and 2 mM DTT for 30 min. To precipitate the insoluble fraction, the solutions were centrifuged at 16,000 *g* for 10 min at 4 °C. Each supernatant was transferred to a 5-kDa molecular weight cutoff spin concentrator (Corning Spin-X UF6, Sigma-Aldrich, #431482) for buffer exchange. The protein concentration of each sample was determined, and all material of each sample was subjected to in-solution protein digestion (as indicated in the section “Sample preparation for cancer cells”).

#### d) Cell fractionation for proteomic analysis

Cytoplasm and nuclei were prepared from SKOV3 cells as described previously^121^ with slight modifications. Briefly, cells were treated or untreated with cisplatin (40 µM) for 7 h, and then cells were washed three times with PBS and incubated for an additional 41 h. Cells were washed three times with PBS and subsequently resuspended in 5 ml of buffer A, which contained 10 mM HEPES (pH = 7.9), 1.5 mM MgCl2, 10 mM NaCl, 0.5 mM DTT, and protease inhibitor cocktail (Sigma-Aldrich, GE80-6501-23). After that, cells were incubated with Triton X-100, bringing it to a final concentration of 0.5%, and 0.25 M sucrose on ice for 10 min. During this step, the integrity of the cytoplasmic membrane was disrupted, and the release of the nuclei was monitored under a microscope. Following incubation, the solution was centrifuged at 228 *g* and 4 °C for 5 min. The supernatant represents the cytoplasmic fraction. Laemmli buffer was added to the cytoplasmic fraction for protein denaturation. The nuclear pellet was resuspended in 0.5 ml buffer A and washed twice to obtain clean, pelleted nuclei. These nuclei were then resuspended in Laemmli buffer and subjected to sonication for 3 rounds of 15 s each. Protein concentrations for both the cytoplasmic and nuclear fractions were determined using the BCA Protein Assay Kit.

Equal amounts of biological samples (250 μg each) were separated by 9% (w/v) SDS-PAGE (20 cm × 20 cm). Electrophoresis was stopped once the dye front reached a point 5 cm below the stacking gel, as described previously^22^. Briefly, gel bands were cut into small pieces (1 mm × 1 mm) and transferred to sample tubes. Protein disulfide bonds were reduced with 10 mM DTT in 100 mM ammonium bicarbonate buffer at 50 °C for 30 min and, afterwards, alkylated with 55 mM iodoacetamide in 100 mM ammonium bicarbonate buffer at RT for 20 min in the dark. After alkylation, gel samples were de-stained with 50% ACN in 50 mM ammonium bicarbonate buffer and then dehydrated by adding 100% ACN. Following the removal of the 100% ACN, the samples were subjected to in-gel trypsin digestion. The digestion buffer containing 13 ng/µl trypsin in a 50 mM ammonium bicarbonate buffer was added to the gel pieces. Trypsin digestion was carried out overnight at 37 °C. The resulting tryptic peptides were then extracted from the gel by adding 2 volumes of 0.5% TFA to the samples (incubation for 1 h) and then 2 volumes of 50% ACN (incubation for 1 h). Finally, the extracted peptides were vacuum-dried and re-dissolved in 3% ACN with 0.1% TFA prior to LC-MS/MS analysis.

#### e) SILAC experiment

For SKOV3 labeling, the DMEM medium deficient in l-lysine and l-arginine (Thermo Fisher Scientific, #88364) was prepared, supplemented with either l-lysine-2hcl (82 mg/l, thermo fisher scientific, #1860968) and l-arginine-hcl (50 mg/l, thermo fisher scientific, #1860970) or 13c6 l-lysine-2HCl (82 mg/L, Thermo Fisher Scientific, #1860969) and 13C6,15N4 l-arginine-HCl (50 mg/L, Thermo Fisher Scientific, #89990) to make light or heavy labeling media, respectively. Cells were cultured as described in the “Cell culture” section with 10% dialyzed FBS (Invitrogen, #A3382001). At passage 10, cell lysates were taken to determine > 95% of SILAC incorporation. Heavy-labeled donor cells were subjected to treatment with 40 μM cisplatin (to generate apoptotic vesicles) or left untreated (to generate control vesicles). After 7 h, cisplatin-containing and control media were removed, and the adherent cells were washed thoroughly four times with PBS). Then, heavy-labeled donor cells were incubated for 41 h in a fresh FBS-free medium. Then extracellular vesicles were isolated from conditioned media by centrifugation for 120 min at 100,000 *g* in a Ti60 rotor (Beckman) at 4 °C. The vesicles were washed twice with PBS and then added to light-labeled SKOV3 recipient cells. After 10 or 48 h, recipient cells were washed 3 times with PBS, lysed in Laemmli buffer, sonicated, separated by preparative SDS-PAGE, and subjected to in-gel trypsin digestion as indacated in the “Cell Fractionation for Proteomic Analysis” section. The analysis of heavy-labeled proteins revealed which proteins from extracellular vesicles entered the recipient cells.

#### f) Mass-spectrometry analysis

Proteomic analysis of all samples (expect SKOV3 cells and fibroblasts secretomes from and cell fractionation samples) was performed using Q Exactive HF mass-spectrometer. Samples were loaded onto 50-cm columns packed in-house with C18 3 μM Acclaim PepMap 100 (Thermo Fisher Scientific), using Ultimate 3000 Nano LC System (Thermo Fisher Scientific) coupled to a mass-spectrometer (Q Exactive HF, Thermo Fisher Scientific). Peptides were loaded onto the column thermostatically controlled at 40 °C in buffer A (0.2% Formic acid) and then eluted with a linear gradient of 4–55% buffer B (0.1% formic acid, 80% ACN) in buffer A over 120 min at a flow rate of 350 nl/min. Mass-spectrometry data was stored during the automatic switching between MS1 scans and up to 15 MS/MS scans (topN method). The target value for MS1 scanning was set to 3 × 10^6^ in the range 300–1200 *m/z* with a maximum ion injection time of 60 ms and resolution of 60,000. Precursor ions were isolated at a window width of 1.4 *m/z* and fixed the first mass of 100.0 *m/z*. Precursor ions were fragmented by high-energy dissociation in a C-trap with a normalized collision energy of 28 eV. MS/MS scans were saved with a resolution of 15,000 at 400 *m/z* and at a value of 1 × 10^5^ for target ions in the range of 200–2000 *m/z* with a maximum ion injection time of 30 ms.

Proteomic analysis of SKOV3 cells and fibroblasts secretomes from and cell fractionation samples was carried out on TripleTOF 5600+ mass spectrometer with NanoSpray III ion source (AB Sciex, USA) coupled with NanoLC Ultra 2D+ nano-HPLC system (Eksigent, USA). The HPLC system was configured in a trap-elute mode. Sample loading buffer and buffer A consisted of a mixture of 98.9% water, 1% methanol, and 0.1% formic acid (v/v). Buffer B consisted of 99.9% ACN and 0.1% formic acid (v/v). Samples were loaded onto a Chrom XP C18 trap column (3 μm, 120 Å, 350 μm × 0.5 mm; Eksigent) at a flow rate of 3 μl/min for 10 min and eluted through a 3C18-CL-120 separation column (3 μm, 120 Å, 75 μm × 150 mm; Eksigent, USA) at a flow rate of 300 nl/min. The gradient included 5–40% buffer B in 90 min, followed by 10 min at 95% buffer B and 20 min of re-equilibration with 5% buffer B. Two blank 45-mine runs with 5–8 min waves (5% buffer B, 95%, 95%, 5%) were conducted between different samples to wash the system and prevent carryover. The information-dependent mass spectrometry experiment included 1 survey MS1 scan followed by 50 dependent MS2 scans. MS1 acquisition parameters were as follows: mass range for MS2 analysis 300–1250 *m/z*; signal accumulation time 250 ms. Ions for MS2 analysis were selected based on intensity intensity with a threshold of 200 counts per second and a charge state from 2 to 5. MS2 acquisition parameters were as follows: the resolution of the quadrupole set to UNIT (0.7 Da); measurement mass range 200–1800 *m/z*; signal accumulation time 50 ms for each parent ion. Collision-activated dissociation was performed with nitrogen gas with the collision energy ramped from 25 to 55 V within the signal accumulation time of 50 ms. Analyzed parent ions were sent to the dynamic exclusion list for 15 s in order to get MS2 spectra at the chromatographic peak apex. To calibrate the mass spectrometer and ensure system performance, stability, and reproducibility, a β-Galactosidase tryptic solution (20 fmol) was run with a 15-min gradient of 5–25% buffer B between every 2 samples and between sets of samples.

#### g) Protein identification and spectral counting

Raw LC-MS/MS data from Q Exactive HF mass spectrometer were converted to.mgf peaklists with MSConvert from the ProteoWizard Software Foundation. The following parameters were used: “--mgf --filter peakPicking true [1,2]”. Raw LC-MS/MS data from TripleTOF 5600+ mass spectrometer were converted to.mgf peaklists with ProteinPilot (version 4.5). The identification mode in ProteinPilot was used with parameters including Cys alkylation by iodoacetamide, trypsin digestion, TripleTOF 5600 instrument, and a thorough I.D. search with a detected protein threshold of 95.0% against the UniProt human protein knowledgebase.

For thorough protein identification, the generated peaklists were searched with MASCOT (version 2.5.1) and X! Tandem (ALANINE, 2017.02.01) search engines. The search was conducted against the UniProt human protein knowledgebase with the concatenated reverse decoy dataset. The precursor and fragment mass tolerance were set at 20 ppm and 0.04 Da, respectively. Database search parameters included the following: tryptic digestion with 1 possible missed cleavage; static modification for carbamidomethyl (C); dynamic/flexible modifications for oxidation (M). For X! Tandem, additional parameters were selected to check for protein N-terminal residue acetylation, peptide N-terminal glutamine ammonia loss, or peptide N-terminal glutamic acid water loss. Result files from the search engines were then submitted to Scaffold 4 software (version 4.0.7) for validation and meta-analysis. We used the local false discovery rate scoring algorithm with standard experiment-wide protein grouping. For the evaluation of peptide and protein hits, a false discovery rate of 5% was selected for both. False positive identifications were based on reverse database analysis. In Scaffold, protein annotation preferences were set to highlight Swiss-Prot accessions among others in protein groups.

For protein quantification, raw LC-MS/MS data were analyzed with MaxQuant (version 1.6.10.43) against the UniProt human protein knowledgebase. For this procedure, we used the following parameters: Orbitrap instrument type; tryptic digestion with 2 possible missed cleavages; fixed modification for carbamidomethyl (C); variable modifications for oxidation (M) and acetyl (protein N-term); LFQ label-free quantification. For SILAC analysis, we also included the following parameters: Arg10 and Lys6 as heavy labels; maximum 3 labeled amino acids.

### Quantitative statistical analysis of ascites proteome data

We employed the statistical method “Limma”^122^ to perform differential analysis of protein abundance, which was previously used for quantitative proteomic data. PCA was performed using the “R” package “FactoMineR”. Hierarchical clustering was computed using Euclidean distance with the “R” function “hclust.”

### Pathway analysis

For functional annotation of differentially expressed genes/proteins, we used KEGG, Gene Ontology, and Reactome databases together with the “clusterprofiler”^123^ and “ReactomePA”^124^ packages in “R/Bioconductor”. A p-value correction for multiple testing was applied using the False Discovery Rate (FDR) method, with a cut-off threshold of 0.05. Additionally, we conducted gene expression signature analysis using the “signatureSearch” packages in “R” against the Reactome and Gene Ontology (GO) databases.

### Determination of cisplatin in secretomes by LC-MS/MS

To check the absence of cisplatin in collected therapy-induced secretomes (TIS) we collected secretomes from SKOV3 donor cells treated or untreated with cisplatin as described in the “Secretome Generation” section in two biological replicates. SKOV3 cells were incubated with FBS-free standard medium with or without 40 µM cisplatin. After 7 h, cisplatin-containing and control media were removed, and the adherent cells were washed thoroughly four times with PBS. Then, cells were incubated for 41 h in a fresh FBS-free medium. Then, conditioned media were collected, centrifuged for 10 min at 500 *g* at 4 °C in the F-45–24-11 rotor (Eppendorf, Germany) to remove cells. The supernatants were concentrated up to 100 µL using a 100-kDa molecular weight cut-off spin concentrators (Amicon, Merck, UFC910024) to enrich with extracellular vesicles.

Then, 50 µL of 50 mM sodium diethyldithiocarbamate (DDTC) solution in 0.1 N NaOH and 10 µL of ACN containing internal standard were added to 100 µL of the sample. Samples were incubated for 35 min at 40 °C and 1200 rpm. 700 µL of cold ACN (−20 °C) was added to each sample followed by incubation for 2 min at RT and 1200 rpm. Then, the samples were subjected to centrifugation (16,000 *g*) for 5 min at 15 °C. 700 µL of the supernatant was taken from the sample and lyophilized. The samples were reconstructed in 50 µL of water:ACN (1:1) solution acidified with 0.1% formic acid. The resulting samples were subjected to the centrifugation (16,000 *g*) for 5 min at 15 °C. Then 40 µL of the supernatant was transferred to a marked vial. Verapamil (25 ng/mL) was added to the samples as an internal standard; palladium acetate (10 ng/mL) was added to the samples as an internal response standard. The studied samples were prepared in 2 biological repeats, each of which was analyzed in two technical repeats.

Calibration samples and quality control samples were obtained by adding calculated amounts of cisplatin standard directly to the cell culture media. The cell culture media without the addition of cisplatin was used as a blank sample. The sample preparation for calibration, quality control and blank samples was like the samples under study. The calibration curve for cisplatin was constructed in the range 12.5–312 nM/L (R^2^ = 0.9).

A tandem time-of-flight mass spectrometer (SCIEX 6600) combined with a liquid chromatograph (ExionLC AD) was used for the analysis. Source settings were: GS1 = 55; GS2 = 55; CUR = 35; TEM = 450 °C; ISFV = 5500 V; an ESI probe was used for sample submission. Ion detection of the studied ions was carried out in the TOF MS mode and in the ProductIon mode for the following target masses: 492.0, 640.0, 403.0.

Chromatographic separation of the test sample’s components was carried out in RPLC mode using a Phenomenex PhenylHexyl 4.6 × 50 mm chromatographic column with 2.6 µm particles: phase A (water; 5 mm ammonium formate); phase B (MeOH; 0.1% FA); flow rate 0.45 mL/min; sample input volume 20 µL. The chromatographic gradient conditions are shown in Supplementary Data 1, sheet 4. According to published data^125,126^, the predominant signal was obtained for a three-substituted complex [Pt(DDTC)3]+ with *m/z* = 641.0477, therefore observations and calculations were carried out for [Pt(DDTC)3]+.

### Quantitative real-time PCR

For quantitative RT-PCR experiments, total RNA was extracted from various sources, including cancer cells, acellular fractions from ascites, or conditioned media. The RNA extraction was performed using Trizol reagent (Invitrogen, #15596018), followed by DNase I treatment (Thermo Fisher Scientific, #EN0525) and purification using the RNeasy Mini Kit (Qiagen, #74104). RNA concentration was determined using either a Nanodrop 2000 Spectrophotometer (Thermo Fisher Scientific) or a Qubit Fluorometer (Thermo Fisher Scientific). Subsequently, cDNA was synthesized using the iScript reverse transcription supermix (Bio-Rad, #1708841) following the manufacturer’s protocol. For evaluating snRNA levels in ascites and conditioned media samples, RT-qPCR was conducted in triplicate with BioMaster RT-PCR SYBR Blue (Biolabmix, RM04-200) on the LightCycler 96 System (Roche, Switzerland). Data analysis was performed using the qbase+ software, version 3.1 (Biogazelle), which includes the selection of stable reference genes with geNORM, quality control, and relative quantification of mRNA levels of genes^127,128^. The results represent mean values (± standard deviation) from three independent experiments, and PCR product specificity was confirmed by visualizing DNA on 1.5% agarose gel following PCR. GAPDH, 18S rRNA, or a synthetic fragment of GFP mRNA (89 bases) was used as an internal control for data normalization.

To verify the overexpression of SNU13 or SYNCRIP in SKOV3 cells, RT-qPCR reactions were carried out using qPCRmix-HS SYBR (Evrogen, #PK147L) on the CFX96 Touch Real-Time PCR Detection System (Bio-Rad, USA). All samples were tested in triplicate, and GAPDH was used as a reference gene for data normalization. Primer sequences are provided in Supplementary Data 1, Sheet 3.

### Proteins digestion with Proteinase K

Extracellular vesicles were isolated as described in the “SILAC Experiment.” Subsequently, each sample was divided equally by volume into 4 parts, including untreated control, 5 ng Proteinase K treatment, 10 ng Proteinase K treatment, and 5 ng Proteinase K treatment with 4% SDS. Samples were incubated with Proteinase K (Invitrogen, 25530049) and 4% SDS (if needed) for 20 min at 37 °C. The reaction was stopped by adding PMSF (Roche, 10837091001) up to 5 mM, and samples were immediately subjected to western blot analysis.

### Western blotting

a) Extracellular fluids (ovarian cancer ascites and SKOV3 secretomes) were treated at 50 °C for 30 min with RIPA buffer containing 1% protease inhibitor cocktail. After treatment, samples were pre-cleaned by centrifugation at 16,000 *g* for 15 min at 4 °C. Protein concentrations were determined using the BCA Protein Assay Kit. Equal volumes of each sample were then analyzed by 10% SDS-PAGE and transferred to a PVDF membrane (Millipore, IPVH20200). The membrane was blocked with either 5% Blotting Grade Blocker Nonfat Dry Milk (Bio-Rad) for SKOV3 secretomes or Immobilon Block-CH (Millipore, WBAVDCH01) for ascites samples, both for 1 h. Subsequently, the membranes were incubated overnight with primary antibodies against various proteins: SRSF1 (Invitrogen, #32-4500, 1:250), HNRNPD (Cell Signaling Technology, #12382, 1:1000), TIA1 (Invitrogen, MA5-26474, 1:2000), U2AF65 (GeneTex, GTX55828, 1:500), SRSF2 (Abcam, ab204916, 1:1000), HNRNPM (Novus Biologicals, NB200-314, 1:500), SNU13 (Abcam, ab181982, 1:1000), SRSF3 (Abcam, ab198291, 1:1000), or U2AF1 (Abcam, ab172614, 1:1000). The following incubation was with peroxidase-conjugated secondary antibodies (Invitrogen, G-21234, G-21040, 1:40,000) for 1 h. Immunolabeled proteins were detected using the ChemiDoc MP Gel Imaging System (Bio-Rad, USA).

b) Lysates were pre-cleaned by centrifugation at 16,000 *g* for 15 min at 4 °C. Protein concentrations were determined using the Bradford assay. Equal amounts of protein samples (15 μg/lane) were analyzed by 12% SDS-PAGE and transferred to a PVDF membrane (Millipore, IPVH20200). The membrane was blocked with 5% Blotting Grade Blocker Nonfat Dry Milk (Bio-Rad, #1706404) for 1 h and then incubated overnight with primary antibodies against CD63 (Abcam, ab134045, 1:1000), LIG1 (Abcam, ab177946, 1:1000), TDP1(Сell Signaling, #59710, 1:1000), FOXM1 (Cell Signaling Technology, #5436, 1:1000), RAD51 (Abcam, ab213, 1:200), p53 (Cell Signaling Technology, #2524, 1:1000), TIA1 (Invitrogen, MA5-26474, 1:2000), SNU13 (Abcam, ab181982, 1:1000), SRSF4 (Novus Biologicals, NBP2-04144, 1:2000) or SYNCRIP (HNRNPQ/R, Cell Signaling Technology, #8588, 1:500). After the primary antibody incubation, peroxidase-conjugated secondary antibodies (Invitrogen) were used for a 1-h incubation. Antibodies against GAPDH (HyTest, 5G4/5G4cc, 1:1000), Lamin B (Cloud-Clone Corp., PAF548Hu01, 1:1000) or β-Tubulin (Cloud-Clone Corp., PAB870Hu01, 1:500) were employed as loading controls. Immunolabeled proteins were detected by ChemiDoc MP Gel Imaging System (Bio-Rad, USA).

c) Secretomes after Proteinase K digestion were resuspended in Laemmli buffer and heated to 95 °C for 5 min. The samples were then analyzed by 12% SDS-PAGE and transferred to a PVDF membrane (Millipore, IPVH20200). Following a 1-h blocking step with 5% Blotting Grade Blocker Nonfat Dry Milk (Bio-Rad, #1706404), the membrane was incubated overnight with primary antibodies against DHX9 (Abcam, ab183731, 1:10000), SYNCRIP (HNRNPQ/R Cell Signaling Technology, #8588, 1:500), SRSF2 (Abcam, ab204916, 1:1000), or SRSF3 (Abcam, ab198291, 1:1000). Subsequently, peroxidase-conjugated secondary antibodies (Invitrogen) were used for a 1-h incubation. Immunolabeled proteins were detected by ChemiDoc MP Gel Imaging System (Bio-Rad, USA).

### Immunodepletion of ascitic fluids

Pool of ascitic fluids (100 µL) from three patients after therapy (Supplementary Data 1, Sheet 2) were diluted three times with PBS. To deplete spliceosomal snRNPs from ascites, a mix of antibodies to several spliceosomal proteins (U2AF1 (Abcam, ab172614, 1/10), SF3B1 (Abcam, ab170854, 1/100), and PRPF8 (Abcam, ab79237, 5 µg/ml) or an antibody to the CD63 (Santa Cruz Biotechnology; Cat. #sc-5275, 1/100) protein were immobilized on 50 μl of Protein A/G Magnetic Beads (Thermo Fisher Scientific, #88802) according to the manufacturer’s protocol. The beads were washed 3 times with PBS and incubated for 1 h with 300 µL of pre-cleaned, diluted ascitic fluids under constant agitation. Next, supernatants were collected. To assess the presence of spliceosomal snRNAs in depleted ascitic fluids, total RNA from supernatants was isolated using Trizol reagent and samples subjected to quantitative Real-Time PCR.

### Extracellular vesicle isolation

Extracellular vesicles from ascitic fluid samples were purified by differential centrifugation as described previously^129^ with some modifications. For each sample, 1 ml of ascitic fluid was centrifuged for 15 min at 500 *g*, then for 30 min at 10,000 g in an F-45-24-11 rotor (Eppendorf, Germany) at 4 °C. To isolate extracellular vesicles, 1 mL of supernatant was diluted with 1 mL of PBS, concentrated on a 1,000-kDa molecular weight cut-off spin concentrator (Sartorius, #VS0161), and washed twice with PBS using the same concentrator.

Additional vesicle purification was performed via 3-step sucrose gradient (48%, 40%, and 20% w/v) centrifugation in an MLS-50 rotor (Beckman, USA). The vesicles from the spin concentrators were diluted in 62% sucrose up to a final concentration of 48% (w/v) sucrose in 600 μl. Then 500 ml of 40% sucrose were overloaded on the first layer. The third low-density layer was formed by 4 ml of 20% sucrose. The samples were centrifuged at 50,000 rpm (205,000 g) for 3 h in an MLS-50 rotor (Beckman) at 4 °C. Prior to use, 62% sucrose was purified on a 100-kDa molecular weight cut-off spin concentrator (Amicon, Merck, UFC910024) to remove vesicle-like particle contamination of sucrose. The extracellular vesicles floated on 40% sucrose, and the vesicles concentrated on the border between the 40% and 48% sucrose layers were collected, washed twice with PBS, and concentrated using 100-kDa filters (Amicon, Merck).

For isolation of extracellular vesicles from in vitro secretomes, 10 × 10^6^ SKOV3 cells were treated or not with cisplatin as indicated in the section “Secretome Generation”. After 24 h, conditioned media were centrifuged for 10 min at 500 *g* in A-4-44 swinging-bucket rotor (Eppendorf, Germany). Next, the supernatants were concentrated on a 100-kDa molecular weight cut-off spin concentrator (Amicon, Merck) and washed twice with PBS. Finally, vesicles diluted in 100 μl PBS were analyzed by NTA.

### Nanoparticle tracking analysis

Particle size distribution and concentration were measured with nanoparticle tracking analysis (NTA) using Nanosight LM10 HS-BF instrument (Nanosight Ltd, UK) equipped with the following options: 405 nm, 65 mW LM12 laser unit with no temperature control; high sensitivity camera of an EMCCD type. Measurements were performed according to ASTM E2834-12 (ISO 19430:2016) using camera and video processing setups optimized for extracellular vesicles. We used a previously described instrument configuration^130^ with minor adjustments: higher threshold and detection threshold (10,920 and 8 instead of 11,180 and 9, correspondingly) for better detection of small particles in the measured sample set. Briefly, samples were diluted with particle-free PBS (pH 7.4) to reach the optimal concentration for nanoparticle tracking analysis. Measurements were done in several repeats (12 to 14) to get at least 5,000 tracks in total. Data from all repeats were joined to get the particle size distribution and total particle concentration; both were corrected for dilution factor used for each sample.

### Flow cytometry analysis of extracellular vesicles

SKOV3 cells were transfected with pTagGFP2-SNU13 or pTagGFP2-SYNCRIP on 25 cm^2^ cell culture flasks (two flasks per subline). After 2 days, cells were treated with 40 μM cisplatin for 7 h, then washed three times with PBS and incubated additional 41 h in fresh FBS free and phenol-red-free DMEM medium. To isolate extracellular vesicles (EVs), cell culture supernatants were centrifuged at 500 *g* for 10 min to pellet dead cells and bulky debris in A-4-44 swinging-bucket rotor (Eppendorf, Germany). EVs were collected by ultrafiltration of supernatants with 100-kDa molecular weight cut-off spin concentrator (Amicon, Merck, UFC910024) according to manufacturer protocol and washed twice with PBS.

CD9-positive EVs were immune-selected with Exosome-Human CD9 Flow Detection Reagent (ThermoFisher Scientific; #10620D) according to the manufacturer protocol. CD9 Deanabeads (15 μl per probe) were incubated with collected EVs overnight at 4 °C. After incubation, EVs-coated magnetic beads were washed with 0.05% Tween 20 / PBS buffer. Some of the samples were stained against a specific protein marker of exosome antiCD81-APC (BD Biosciences, #551112, 10 μl per probe) for 2 h on a rotator at RT followed by flow analysis with BD LSRFortessa™ Cell Analyzer (BD, USA). Population of immunoisolated EVs are CD81 positive (Source Data file for Supplementary Fig. 5E). Red (PE channel) and green (FITC channel) fluorescence of the EVs-coated beads were registered for protein SRCF4-RFP and SYNCRIP-GFP or SNU13-GFP detection, correspondingly. The data has been processed with Kaluza software (Beckman Coulter, USA).

### In vitro synthesis of small nuclear RNAs

In vitro synthesis of U12 and U6atac small nuclear RNAs was performed as described previously^52^. Briefly, DNA templates for U12 and U6atac snRNA analogs were obtained by RT-PCR of total RNA from human cells with specific primers (Supplementary Data 1, Sheet 3) using one-step BioMaster RT-PCR-Color (Biolabmix, RMC02-200). A DNA template for the control fragment of GFP (89 bases) was a plasmid pSPT19 (Roche, 10 999 644 001) with a target fragment GFP, linearized at the site EcoR1. The amplification products were analyzed by electrophoresis in a 2.5% agarose gel, and DNA sequences were verified by Sanger sequencing. Artificial snRNAs were synthesized by in vitro transcription with “T7 RNA Synthesis Kit” (Biolabmix, T7-tr-20) according to the manufacturer’s protocol. To obtain the modified analogs, we used pseudouridine-5’-triphosphate (*Ψ*-UTP) instead of UTP; m^7^G[5’]ppp[5’]G monomethylated cap analog (for U6atac snRNA analog); m_3_^2.2.7^G[5’]ppp[5’]G trimethylated cap analog (for U12 snRNA analog) (Jena Bioscience, #NU-1139, #NU-852, #NU-853).

In vitro transcription products were purified from low molecular weight components using Illustra MicroSpin G-25 columns (GE Healthcare, 27-5325-01). The synthetic RNA solutions were treated with DNase I (Thermo Fisher Scientific) and alkaline phosphatase (Thermo Fisher Scientific, #EF0651). The ncRNA analogs were isolated by phenol/chloroform extraction using Lira Reagent (Biolabmix, LR-100). Finally, RNA transcripts were purified by ion-pair reverse-phase high-performance liquid chromatography (IPRP HPLC) and precipitated by ethanol with 0.6 M Sodium acetate. Synthetic RNAs were stored in a DEPC-treated water solution at −70 °C. RNA sequences were verified by reverse transcription and subsequent Sanger cDNA sequencing. The presence of modified monomers and their amounts were verified by HPLC-MS/MS and HPLC-UV of nucleosides after enzymatic digestion of artificial RNAs. Additionally, 5’- or 3’-terminally ^32^P-labeled snRNA analogs were synthesized. To obtain ^32^P-labeled analogs, we used T4 polynucleotide kinase (Thermo Fisher Scientific, #1351304) and ^32^P-labeled ATP or ^32^P-labeled pCp according to RNA ligase protocols (Laboratory of Biotechnology, ICBFM SB RAS, Novosibirsk, Russia).

RNA integrity was verified on 2.5% agarose or 8% denaturing polyacrylamide gels using visualization by SYBR Green I (Thermo Fisher Scientific, S7563) or 5’-[^32^P]-label (Laboratory of Biotechnology, ICBFM SB RAS, Novosibirsk, Russia).

### Transient transfection

a) For RT-qPCR, RNAseq, and proteomic analyses, SKOV3 cells were transfected with analogs of U6atac snRNA, U12 snRNA, or GFP89 (10 nM each) using lipofectamine RNAiMax (Invitrogen, #13778075) according to the manufacturer’s protocol. At 48 h, total RNA or proteins were isolated from the cells as indicated above.

b) For spliceosomal protein localization assessment, SKOV3 cells, seeded on 4-well chamber slides, were transfected with plasmids pTagRFP-C-SRSF4 and pEGFP-C1-TIA1 using Lipofectamine 3000 (Invitrogen, #L3000015) according to the manufacturer’s protocol. After 24 h, cells were treated with cisplatin at a concentration of 40 µM. Re-localization of these proteins in response to cisplatin was monitored 10 h after cisplatin addition by fluorescence microscopy.

c) To confirm SILAC data, SKOV3 cells, seeded on T25 flasks, were transfected with plasmids pTagRFP-C-SRSF4 and pEGFP-C1-TIA1^131^ using Lipofectamine 3000 (Invitrogen) according to the manufacturer’s protocol. 24 h after transfection, cells were treated with cisplatin in concentration 40 µM; a conditioned medium was collected and processed as described in the “SILAC experiment” section. Therapy-induced or control secretomes were resuspended in complete DMEM and added to recipient SKOV3 cells for 10 h followed by fluorescence microscopy.

### Fluorescence microscopy

a) Cells, transfected with pTagRFP-C-SRSF4 and pEGFP-C1-TIA1, on chamber slides were fixed with 4% PFA for 15 min, washed twice with PBS, and then incubated with DAPI solution (Sigma-Aldrich, D9542) for 10 min. Slides were mounted with the Fluoroshield mounting medium (Sigma-Aldrich, F6937) and covered with cover glasses. Images were taken with the Nikon Eclipse Ni-E microscope in DAPI, FITC, and TRITC channels.

b) To confirm SILAC data, the nuclei of recipient SKOV3 cells were stained with a nuclear Hoechst dye (Bio-Rad, #1351304) according to the manufacturer’s protocol. Images of cells without fixation were taken with an Olympus IX53F fluorescence microscope.

c) Cells, transfected with pTagGFP2-SNU13, pTagGFP2-SYNCRIP, and pTagGFP on chamber slides were fixed with 4% PFA for 15 min, washed thrice with PBS, to increase permeability added with 0.1% Triton X-100 in water for 15 min, washed thrice with PBS, then incubated with Phalloidin conjugated with Alexa 555 (Thermo Fisher Scientific, A-34055; 1:400) for 90 min, washed thrice with PBS, then incubated with DAPI solution for 20 min. Slides were mounted with the Fluoroshield mounting medium (Sigma-Aldrich, #F6937) and covered with cover glasses. Images were taken with inverted Nikon A1 confocal microscope and via a Nikon Plan Apo À 40x (NA 0.95) objective using Nikon NIS-Elements software. Fluorescent signal of GFP was excited by 488 nm laser line, and its fluorescence was acquired within the spectral range 500-550 nm. Alexa 555 was excited by 561 nm laser line, and its fluorescence was acquired within the spectral range 570-620 nm. DAPI was excited by 450 nm and its fluorescence was acquired in range 425-475 nm.

d) Cells were incubated with control or therapy-induced secretomes for 3 days, followed by treatment with or without 25 µM of cisplatin for 3, 6, 9, or 24 h and fixed overnight with ice-cold 70% ethanol for cisplatin-DNA adducts staining or with 4% PFA (Sigma-Aldrich, 47608) for 15 min for *γ*H2AX and RPA32/RPA2 (phospho S33) staining with subsequent permeabilization with 0,1% Triton X-100 for 15 min. Next, cells were incubated with primary antibodies against *γ*H2AX (Sigma-Aldrich, 05-636, 1:200), RPA32/RPA2 (phospho S33) (Abcam, ab211877, 1:500) or against cisplatin modified DNA (Abcam, ab103261, 1:200) overnight. Then, cells were incubated with secondary antibodies Alexa Fluor 555 (Thermo Fisher Scientific, A-21428, 1:500) or Alexa Fluor 488 (Thermo Fisher Scientific, A-11001, 1:500) for 2 h, and then were stained with DAPI solution for 15 min. Slides were mounted with the Fluoroshield mounting medium (Sigma-Aldrich, F6937) and covered with cover glasses. Images were taken with the Nikon Eclipse Ni-E microscope in DAPI, FITC, and TRITC channels.

e) Cells, incubated with cisplatin (10 μM, 24 h) or control cells, on chamber slides were fixed with 4% PFA for 15 min, washed thrice with PBS, to increase permeability added with 0.1% Triton X-100 in water for 15 min, washed thrice with PBS, then incubated with primary antibodies SRSF1 (Thermo Fisher Scientific, A-34055) and anti-RPA32/RPA2 (phospho S33) (Abcam, ab21187) overnight. Then, cells were incubated with secondary antibodies Alexa Fluor 555 (Thermo Fisher Scientific, A-28180, 1:500) or Alexa Fluor 488 (Thermo Fisher Scientific, A-11008, 1:500) for 2 h, and then were stained with DAPI solution for 15 min. Slides were mounted with the Fluoroshield mounting medium (Sigma-Aldrich, F6937) and covered with cover glasses. Images were taken with the Nikon Eclipse Ni-E microscope in DAPI, FITC, and TRITC channels.

f) Primary cell cultures were seeded on chamber slides and fixed with 4% PFA for 15 min, then washed thrice with PBS. Next, cell were incubated with primary antibodies Anti-EpCam (Abcam, ab223582, GR3367015-9, 1:100), Anti-CA125 (Novus Bio, NBP2-59023, MAB-02920, 1:50) and Anti-CD44 (Sony, 2294010, 1:100) overnight. Then, cells were incubated with secondary antibodies Alexa Fluor 555 (Thermo Fisher Scientific, A-28180, 500) or Alexa Fluor 488 (Thermo Fisher Scientific, A-11008, 1:500) for 2 h, and then were stained with DAPI solution for 15 min. Slides were mounted with the Fluoroshield mounting medium (Sigma-Aldrich, F6937) and covered with cover glasses. Images were taken with the Nikon Eclipse Ni-E microscope in DAPI, FITC, and TRITC channels.

### Plasmid construction

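SNU13 is annotated by GENCODE on chromosome 22 of GRCh38 on the reverse strand, and its canonical transcript, SNU13-202, has 3 exons, 1458 nt and 128 codons before the stop codon. The primers of Supplementary Data 1 were matched to the annotated transcripts. The last 20 nt of EcoRI-SNU13 (AAGAATTCCATGACTGAGGCTGATGTG), CCATGACTGAGGCTGATGTG, span the junction of exons 1 and 2 (41680350 to 41688798), with 2 bases in the 5′ UTR and 18 in the coding sequence, and occur in 2 of the 12 annotated transcripts of the gene. The last 19 nt of SNU13-BamHI (AAGGATCCATACACAACCTCAGGGGGG) lie in the 3′ UTR of exon 3 (41674879 to 41674897) and occur in 7 transcripts. Both primers match SNU13-202, where they enclose 443 nt, or 30.4% of the transcript, with the whole coding sequence of 384 nt and the stop codon.

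**Figure D5:**
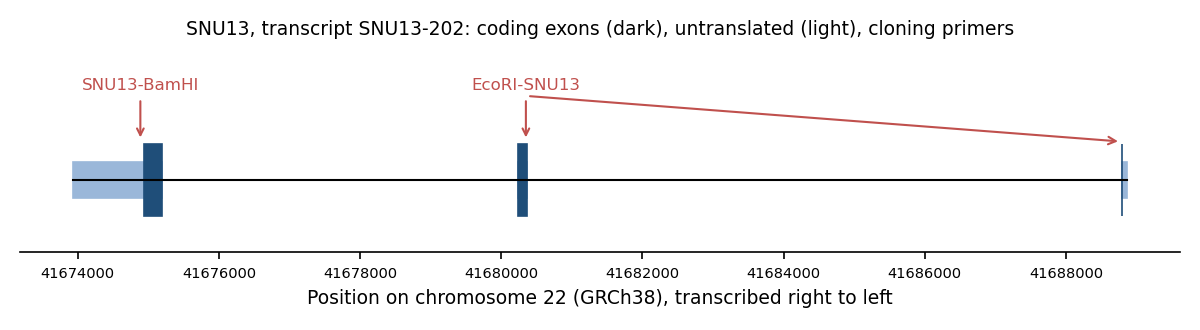
Exons of SNU13-202 on chromosome 22 (GRCh38), to scale, with coding sequence in dark and untranslated sequence in light blue. Arrows mark the matches of the primers, and that of EcoRI-SNU13 is divided between exons 1 and 2.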

The DNA fragment encoding SNU13 was amplified from SKOV3 cDNA by PCR technique using primer pair EcoRI-SNU13/SNU13-BamHI and cloned into EcoRI/BamHI sites of lentiviral plasmid pCDH-EF1-MCS-IRES-Puro (System Biosciences, CD532A-2) to generate pCDH-SNU13 plasmid or into EcoRI/BamHI sites of pTagGFP2-C plasmid (Evrogen, #FP191) to generate pTagGFP2-SNU13 plasmid. 

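SYNCRIP, on the reverse strand of chromosome 6, has 22 annotated transcripts in the same GENCODE release, and the canonical one, SYNCRIP-202, has 11 exons and 2754 nt. The last 23 nt of NheI-SYNCRIP (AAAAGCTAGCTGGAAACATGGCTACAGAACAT) lie in exon 2 (85641425 to 85641447), with 8 bases in the 5′ UTR and 15 in the coding sequence, and occur in 17 transcripts. The last 27 nt of SYNCRIP-BstBI (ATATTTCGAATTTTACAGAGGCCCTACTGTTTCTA) lie in exon 11 (85614732 to 85614758), with 3 bases in the stop codon and 24 in the 3′ UTR, and occur in 10 transcripts. In SYNCRIP-202 the primers enclose 1904 nt, or 69.1% of the transcript, with a coding sequence of 623 codons. They also match SYNCRIP-208 and SYNCRIP-214 with the same product length, SYNCRIP-222 (678 codons in the transcript), SYNCRIP-221 (1799 nt, 588 codons) and SYNCRIP-218 (1632 nt, 337 codons). The primers alone do not tell these forms apart, and the deposited values are per gene, so they do not separate the transcripts either. The paper names its insert hnRNP Q1 and states that the inserts were sequenced. Which annotated transcript has that name was not examined, so the insert need not be the form of SYNCRIP-202.

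**Figure D6:**
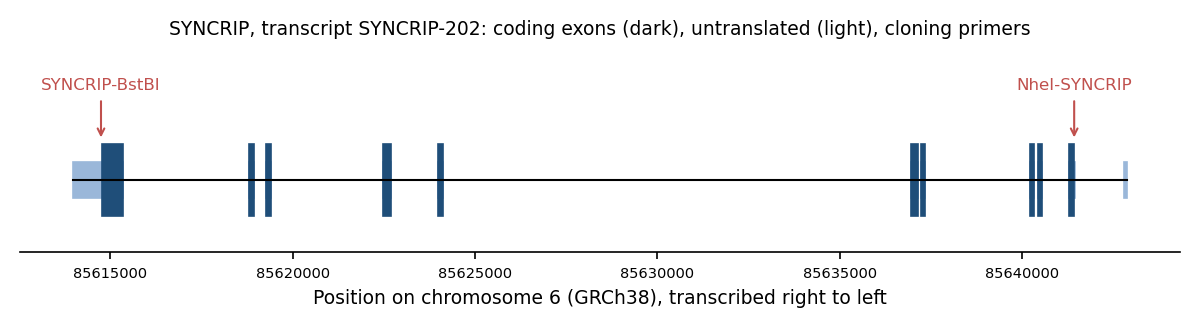
Exons of SYNCRIP-202 on chromosome 6 (GRCh38), to scale, with coding sequence in dark and untranslated sequence in light blue. Arrows mark the matches of NheI-SYNCRIP in exon 2 and SYNCRIP-BstBI in exon 11.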

The DNA fragment encoding hnRNP Q1 (a.k.a. SYNCRIP) was amplified from SKOV3 cDNA by PCR technique using primer pair NheI-SYNCRIP/SYNCRIP-BstBI and cloned into NheI/BstBI sites of lentiviral plasmid pCDH-EF1-MCS-IRES-Puro (System Biosciences, CD532A-2) to generate pCDH-SYNCRIP plasmid. The DNA fragment encoding SYNCRIP was amplified from SKOV3 cDNA by PCR technique using primer pair SalI-SYNCRIP/SYNCRIP-KpnI and cloned into SalI/KpnI sites of pTagGFP2-C plasmid (Evrogen, #FP191) to generate pTagGFP2-SYNCRIP plasmid. The absence of unwanted mutations in the inserts and vector-insert boundaries was verified by sequencing. Plasmid DNA was purified with Plasmid Midi Kit (Qiagen, #12145).

The DNA fragment encoding U6atac snRNA was made from synthetic oligos (U6atac 1/2/3F & 1/2/3R), with the following amplification using primer pair BsmBI-U6F/U6R-BamHI and cloned into BsmBI/BamHI sites of lentiviral plasmid lenti sgRNA(MS2)_puro backbone (Addgene, #73795) to generate lenti-U6atac plasmid. The control DNA fragment was amplified from plasmid pEGFP-N1 (Clontech) using primer pair BsmBI-gfpF/gfpR-BamHI and cloned into the same lentiviral backbone to generate lento-U6-GFP plasmid.

The DNA fragments encoding U2 promoter, U2 3’box and U12 snRNA were amplified from SKOV3 DNA by PCR technique using primer pairs NheI-U2F/U2 R2, U2 3box F2/ U2 3box R1, and U12F/U12R, respectively. DNA fragments were then assembled during PCR using primer pair NheI U2F/U2 3’box R2. The obtained PCR product included U2 promoter, a fragment encoding snRNA U12, and U2 3’box and was cloned into NheI/BamHI sites of lentiviral plasmid lenti sgRNA(MS2)_puro backbone (Addgene, #73795) to generate lenti-U12 plasmid. The control DNA fragment was amplified from plasmid pEGFP-N1 (Clontech) using primer pair gfp U2F/gfp U2R and cloned into the same lentiviral backbone to generate lenti-U2-GFP plasmid.

### Lentivirus production and transduction

To establish overexpression cell lines, Phoenix-GP packaging cells (ATCC, CRL-3215) were co-transfected with pCDH-EF1-MCS-IRES-Puro, pCDH-SYNCRIP, or pCDH-SNU13 lentiviral vectors, and two packaging plasmids psPAX2 and pMD2.G (Addgene, 12260, 12259). To establish knockdown cell lines, Phoenix-GP packaging cells (ATCC, CRL-3215) were co-transfected with the same packaging plasmids psPAX2 and pMD2.G and pLKO.1-SYNCRIP, or pLKO.1-SNU13 lentiviral vectors. SNU13 Mission® shRNA plasmid DNA in a pLKO.1 vector backbone (clone ID: TRCN0000074801), SYNCRIP Mission® shRNA plasmid DNA in a pLKO.1 vector backbone (clone ID: TRCN0000017270), and pLKO.1-puro control DNA were purchased from Sigma. Growth media were changed the following day and lentivirus-containing supernatants were harvested 72 h later. One day before transduction, SKOV3 were seeded on 25 cm^2^ cell culture flasks so they will be 30% confluent at the time of transduction. The next day, SKOV3 cells were incubated with viral supernatants for 24 h in the presence of 10 μg/ml polybrene (Sigma-Aldrich, TR-1003-G). Two days after infection, transduced cells were selected with 1 μg/ml puromycin (Sigma-Aldrich, P7255) for 4 days.

### Materials availability

Plasmids generated in this study are available from the lead contact upon request.

### Statistics and reproducibility

All data are presented as mean ± SD. The number of replicates for each experiment was stated in the Figure legends and refers to independent biological replicates. Statistical differences between the two groups were evaluated by unpaired two-tailed *t* test: *p*-value < 0.05 was considered statistically significant. No statistical method was used to predetermine the sample size. The sample size was determined on the basis of our previous studies and the experience of the authors^132^. No blinding or randomization was used. The Investigators were not blinded to allocation during experiments and outcome assessment. No data were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

### Source data

Source data

## Data Availability

Publicly available datasets used in this study were obtained from the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) database: GSE148003, GSE98559, GSE98230, GSE173201. All RNAseq data generated in this study have been deposited in the Gene Expression Omnibus database (GEO) under the accession numbers: GSE241908 - Transcriptomic profiles of ovarian cancer cells isolated from paired cancer ascites before and after chemotherapy); GSE241909 - Transcriptomic profiles of ovarian cancer cells incubated with autologous ascitic fluids from patients before and after chemotherapy; GSE241910 - Effect of therapy-induced secretomes on the transcriptome of ovarian cancer cells; GSE241912 - Effect of extracellular spliceosomal snRNAs on the transcriptome of ovarian cancer cells; GSE241913 - Transcriptome of ovarian cancer cells overexpressing SYNCRIP or SNU13); GSE241914 - This SuperSeries is composed of the SubSeries listed upper. All proteomic datasets have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifiers — PXD019327 - Proteome profiles of paired ovarian cancer ascites before and after chemotherapy; PXD019096 - Cisplatin-Induced Changes in Proteomic Profiles of Ovarian Cancer Cell and Fibroblast Secretomes; PXD019642 - Subcellular Relocalization of Proteins in Response to Cisplatin-Induced DNA Damage; PXD027948 - SILAC Strategy for Analysis of Proteins Released To the Extracellular Medium and Penetrated Into Recipient Cells; PXD027950 - The Role of Extracellular Spliceosomal snRNAs in Communication of Ovarian Cancer Cells; PXD027794 - Effect of therapy-induced secretomes on the proteome of ovarian cancer cells; PXD045647 - Effect of malignant ascites before and after therapy on the proteome of ovarian cancer cells; PXD045663 - Cisplatin-Induced Changes in Proteomic Profiles of Ovarian Cancer Cell and HaCaT Secretomes. All processed data are available in the article, Supplementary files, and Source Data. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

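RNA of SKOV3 cells with the empty vector (pCDH), SYNCRIP or SNU13 was sequenced before and 24 h after 40 µM cisplatin, in 2 repeats of each of the 6 conditions. Libraries were assigned to conditions and repeats from their titles, which give the insert, the hour and the repeat and match the paper's design. The authors trimmed the reads with Trim Galore, quantified transcripts with Salmon against GRCh38, summed them to genes with tximport and deposited TPM, one value per gene and library. TPM divides each gene's estimated reads by its transcript length and by the library's total, and no other normalization of the deposited values is named. How the genes of the deposited table were chosen is not named in the paper's text. For its tests the paper used DESeq2 on estimated counts, which are not used here. The deposited table holds 19884 genes, of which 2074 are at 0 in every library. Identifiers were matched to symbols and positions in GENCODE release 44 (GRCh38), and 19793 matched, 19675 of them protein coding and 13 mitochondrial.

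All tests used log2(TPM + 1) and the genes with a mean of at least 10 TPM over the 12 libraries. The design, the alternatives, the gene lists and the rule for the genes to be named were fixed before the data were examined. The design provided for counts or for normalized values, and the test for normalized values was used because the deposited values are TPM. The model had 1 mean per condition and was fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), p-values were adjusted by Benjamini-Hochberg over the 8118 genes tested, and a gene was called at an adjusted p under 0.05. Compared were cisplatin-treated with untreated cells of each line, SYNCRIP and SNU13 with pCDH cells before and after cisplatin, the 2 overexpressing lines with each other after cisplatin, and, as an interaction of line and treatment, the response to cisplatin between each overexpressing line and pCDH cells. Each group has 2 libraries, so no permutation of libraries could reach a p under 0.05, and the tests rest on the spread that limma shares between genes and conditions.

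Lists of DNA repair (195 genes), Fanconi anemia pathway (42), S phase (43) and G2/M phase genes (54) and 2 further lists, which like some single genes are not reported here, were compiled by hand and differ from the Reactome sets of the paper. For each list the calls were compared with those of the other tested genes at least as abundant as the lowest called gene by a one-sided Fisher's exact test, and the whole list was tested with camera (limma) at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 12 list tests after cisplatin. Named are SYNCRIP and SNU13, the DNA repair and cell cycle genes the paper names, members of the DNA repair list called higher in both lines, the 3 genes with the smallest adjusted p in each direction and line whose groups do not overlap, and the 3 with the largest rise and fall in pCDH cells among genes with a mean of at least 100 TPM.

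The tests were tried on 20 simulated data sets of 8118 genes with the spread of the real libraries and 200 changed genes each. They recovered 77.3% of log2 changes of 0.5, 96.9% of changes of 1 and 99.6% of changes of 2, and 5.17% of the calls were false. Data without changes gave a mean of 0.05 calls. Camera called 20 of 20 shifted lists and 0 unshifted ones. Simulated genes varied independently, and in these list tests no gene outside the shifted list was changed. The result therefore does not cover lists of correlated genes, smaller shifts or a background with many changed genes. TPM keeps no read numbers. The depth of each library and the counting error of each gene are therefore unknown, and no interval or detection limit is given. Errors are the SD of 2 libraries or limma's standard error. No library was left out, and no pair of libraries was identical (0 pairs).

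Alternatives covered the pseudocount (0.1 and 10), the filter (14929 genes with a total over 1 and 1650 genes with a mean of at least 100), quantile normalization, scaling each library to a common median ratio, eBayes without the trend, the repeat number as a block, fits on the libraries of one comparison alone, a threshold of 0.01 or of a 2-fold change, each library left out in turn, and for lists an estimated inter-gene correlation, fry, another background and unadjusted calls. A further scaling used the library factors of Supplementary Data 6, obtained by dividing its values per library by the deposited TPM. It was chosen after the values had been seen. The copy of that table read here holds 1229 of its 18048 genes, so no overlap or enrichment was computed from it. Gene spans, exonic lengths and GC content came from the annotation and the genome sequence. Random lists and correlations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and figures matplotlib 3.10.9. The proteomic and the other sequencing data of the paper were not used here.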

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

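Chosen after the result was seen were the tests of the scaling for the counts of genes and for the G2/M list, of a weaker response of all genes and of a mislabelled library for the G2/M list, and the numbers of genes that lose their call under another scaling. The other tests of this part were chosen beforehand.

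The response to cisplatin, tested as an interaction of line and treatment (limma, Benjamini-Hochberg), differed from that of pCDH cells for 1177 genes in SYNCRIP cells, 1024 of them in the higher direction, and for 112 genes in SNU13 cells, 18 of them higher (2424 and 1452 genes at an unadjusted p under 0.05). The paper describes distinct responses of these lines with Supplementary Fig. 7E, which is not used here. The scaling of the TPM does not account for all of these genes. In SYNCRIP cells 363 genes kept call and direction with a common median, after quantile normalization and with the library factors of Supplementary Data 6 (249 higher, 114 lower), and in SNU13 cells 32 did (9 higher, 23 lower). For the 814 genes in SYNCRIP and 80 in SNU13 cells that lost call or direction under at least 1 of these scalings, a change of the gene and the scaling cannot be told apart, because TPM are shares and no absolute amount of RNA was measured. A response of SYNCRIP cells that is weaker for all genes alike was weighed next. It would make nearly every such gene differ opposite to its response in SNU13 cells, and 75.7% did. The share was 67.6% with a common median, and after quantile normalization it was 57.9%. A weaker response may therefore account for part of the genes and not for all. Differences between the transduced cell populations other than the insert stay open and were not tested.

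Among the named genes, the response differed from that of pCDH cells in 15 pairs of gene and line (limma, adjusted over all genes tested). 9 pairs kept call and direction under the other scalings. In SYNCRIP cells the differences in log2 response were 0.79 (adjusted p = 7.26e-04) for SYNCRIP, 0.99 (adjusted p = 0.00429) for CCNB1, 0.73 (adjusted p = 2.26e-04) for NR2C2AP, 0.55 (adjusted p = 0.00805) for AURKB, 0.44 (adjusted p = 0.00339) for FOXM1, -0.52 (adjusted p = 2.26e-04) for IER3 and -0.33 (adjusted p = 0.00635) for ADGRG1. In SNU13 cells they were -0.45 (adjusted p = 0.0160) for SYNCRIP and -0.42 (adjusted p = 4.14e-04) for ACTB. The other 6 pairs lost call or direction under at least 1 scaling, so that the scaling and a change of the gene cannot be told apart for them. These were CDK4 (0.27, adjusted p = 0.0305), IL1R2 (0.31, adjusted p = 0.00346) and ITM2B (-0.16, adjusted p = 0.0164) in SYNCRIP cells, and SNU13 (0.68, adjusted p = 3.22e-04), IL1R2 (0.27, adjusted p = 0.0256) and ACTG1 (-0.36, adjusted p = 2.37e-04) in SNU13 cells. SYNCRIP and SNU13 are expressed from the vector in their own lines, so their differences there include that of the construct. ACTB and ACTG1 have near-identical copies whose reads Salmon could have shared.

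The G2/M list stood apart in its response. Its median difference in log2 response between SYNCRIP and pCDH cells was 0.36 with 29 genes higher and 0 lower (40 and 0 at an unadjusted p under 0.05; camera with an inter-gene correlation of 0.01, p = 1.38e-11, 8.27e-11 adjusted over 6 lists). The other scalings (a common median, quantile normalization and the factors of Supplementary Data 6) gave 18, 13 and 17 genes higher and 0, 0 and 0 lower, with medians of 0.25, 0.20 and 0.25. The tests that follow weigh the list in SYNCRIP against pCDH cells after cisplatin, where its median was 0.23 above that of all genes. The tables argue against each technical explanation tested as the whole cause, apart from an admixture of untreated cells, which stays open. After quantile normalization the list was 0.195 above all genes (camera p of 1.39e-11). The 2 scalings by one factor per library shift all genes nearly alike and do not test this difference. Untreated cells mixed into the SYNCRIP libraries would raise all genes that fell alike. The share of such cells worked out from the 33 G2/M genes that fell at least 4-fold in SNU13 cells was 3.83%, against 2.10% from the other genes among 1474 (permutation test over 10000 random lists of genes, p = 0.0313). With the factors of Supplementary Data 6 the shares were 5.48% and 1.77%. Random lists do not carry the correlation between G2/M genes, so this p and the random-list p below can be too small. An admixture is therefore not excluded, alone or beside another cause. After removal of the trend with gene span the median of the list was 0.22, and after that with GC content it was 0.20. After removal of the trend with the response of SNU13 cells, which stands for a weaker response of all genes, it was 0.17 with 46 genes above 0. Each had a random-list p of 0.0001, the smallest that 10000 lists can give. The S phase list had 0.11 after the last step and the DNA repair list 0.034 (random-list p of 0.00400 and 0.0533). Before cisplatin the list did not stand apart from other genes (camera p of 0.948), with 2 genes higher and 1 lower (3 and 5 at an unadjusted p under 0.05). A mislabelled library is excluded by the transgenes, since each SYNCRIP library had at least 160.9 TPM of SYNCRIP after cisplatin and the libraries of the other lines at most 54.9. A candidate explanation is a smaller loss of mitotic transcripts after cisplatin in SYNCRIP cells, as a hypothesis found and tested on the same libraries. Cell cycle phases were not measured in these libraries, and a shift in phase and a change in transcript level per cell stay open.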

How the results depend on the processing

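The scaling with the library factors of Supplementary Data 6, with and without the filter on mean TPM or (for GADD45A) the pseudocount, was chosen after the values had been seen, and the other alternatives were not. Named genes kept direction and side of the threshold in 422 comparisons of a gene with an alternative, lost a call in 14 and gained one in 4, and changed sign in 20, apart from the fits with a library left out. The G2/M list in SYNCRIP cells kept direction and call under every alternative run, with a median of 0.19 to 0.34 and a p of 9.36e-16 to 0.00244. In SYNCRIP cells the S phase list had a p of 3.30e-06 to 0.145, the DNA repair list 1.25e-05 to 0.325 and the Fanconi list 1.37e-05 to 0.312 (camera or fry). In SNU13 cells the ranges were 9.55e-04 to 0.667 (DNA repair), 0.0560 to 0.833 (Fanconi), 0.0397 to 0.294 (S phase) and 0.0397 to 0.565 (G2/M).

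Counts of genes moved with the number of genes tested. Without the filter, 11538, 11432 and 11605 genes changed with cisplatin in pCDH, SYNCRIP and SNU13 cells and the response of 64 genes differed in SNU13 cells. Over genes with a mean of at least 100 TPM the counts were 1497, 1496 and 1525, with 447 differing in untreated SYNCRIP cells, 824 and 669 in SYNCRIP and SNU13 cells after cisplatin, and 305 and 187 in the response. By construction fewer genes passed stricter thresholds. With at least a 2-fold change 3745, 3526 and 3916 genes responded to cisplatin, 14 and 6 differed after it, 0 and 3 before it (1863 in untreated SYNCRIP cells at an unadjusted p under 0.05 without the fold threshold), and 14 and 1 differed in the response. At an adjusted p under 0.01 (limma), 219 and 74 genes differed in untreated SYNCRIP and SNU13 cells, 2035 and 797 after cisplatin, and 348 and 21 in the response. Other changes of over 1.5 times followed, whose cause was not tested. For untreated SNU13 cells a pseudocount of 10 gave 308 genes and eBayes without the trend 83, and the latter gave 31 for the response of SNU13 cells. Fits on the libraries of the comparison alone, with fewer libraries for the estimate of the spread, gave 892 genes in SNU13 cells after cisplatin and 64 in their response.

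Quantile normalization gave 1181 and 329 genes in untreated SYNCRIP and SNU13 cells, 2042 and 679 after cisplatin, 508 and 44 in the response, and 1992 between SYNCRIP and SNU13 cells. A common median gave 61 genes in the response of SNU13 cells and the factors of Supplementary Data 6 49. Those factors without the filter gave 11099 genes responding in SNU13 cells, 105 in untreated SNU13 cells, 1130 after cisplatin, and 713 and 30 in the responses of SYNCRIP and SNU13 cells. The cause of these changes was not tested. The share of higher among called genes moved by more than 10 points. For the responses of pCDH, SYNCRIP and SNU13 cells it was 19.4, 22.0 and 19.4% as deposited, 50.4, 50.0 and 50.1% with a common median, 51.1, 50.7 and 50.8% after quantile normalization and 54.7, 54.3 and 54.1% with the factors of Supplementary Data 6. For SYNCRIP, SNU13 and untreated SNU13 cells against pCDH cells it was 79.3, 12.6 and 21.0%, and under the same scalings 44.9, 44.7 and 43.4%, 51.8, 34.3 and 42.9% and 49.5, 41.6 and 39.4%. For the differences in response of SYNCRIP and SNU13 cells and for SYNCRIP against SNU13 cells it was 87.0, 16.1 and 89.7%, then 42.5, 29.5 and 46.6%, 61.2, 36.4 and 53.1% and 42.3, 24.5 and 52.4%. These shifts follow from the construction of the scalings, which centre the libraries.

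In SYNCRIP cells without the filter the DNA repair list passed with a median of 0.13 (Fisher's exact test, 0.00362) and the Fanconi list with 0.17 (Fisher's exact test, 0.0382), and with the factors of Supplementary Data 6 as well the Fanconi list had 0.072 and passed only in camera (Fisher's exact test, 0.167), while the DNA repair list had 0.050 and passed in neither (camera p of 0.100; Fisher's exact test, 0.114). The S phase list lost its call over genes with a mean of at least 100 TPM (median 0.12, Fisher's exact test, 0.226) and with an estimated gene correlation (median 0.23). Under fry, which asks whether a list changed at all, the DNA repair (0.13) and Fanconi lists (0.16) in SYNCRIP cells and the DNA repair list (-0.044) in SNU13 cells passed. Except where fewer genes were tested, the cause was not tested.

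In SNU13 cells list medians changed sign with the scaling, as the median of all genes moved from -0.067 to 0.0019 with a common median. With a common median, quantile normalization, the factors of Supplementary Data 6, and these without the filter, the median was 0.025, 0.036, 0.022 and 0.036 for DNA repair, 0.039, 0.044, 0.035 and 0.026 for Fanconi, 0.058, 0.055, 0.055 and 0.057 for S phase and 0.036, 0.046, 0.033 and 0.033 for G2/M genes. In SNU13 cells Fisher's exact test called the G2/M list without the filter (0.0305), with a common median (0.00699), with the factors of Supplementary Data 6 (0.0102) and with those and no filter (0.0222). The S phase list lost its Fisher call with a pseudocount of 10 (0.0631), without the filter (0.102), over genes with a mean of at least 100 TPM (0.396) and after quantile normalization (0.120). The cause was not tested beyond the number of genes.

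Signs of single genes changed with the scaling where the change was small. With a common median, quantile normalization and the factors of Supplementary Data 6, in SYNCRIP cells LIG1 was -0.11, -0.087 and -0.10, RAD50 -0.084, -0.090 and -0.069, and ANAPC5 -0.055, -0.0064 and -0.039. CDK4 was -0.0044 with a common median, and SMC3 -0.0071 and ANAPC4 -0.0097 after quantile normalization. In SNU13 cells SMC3 was 0.018, 0.022 and 0.015, and TDP1 0.012 after quantile normalization. No gene of this paragraph was called under the alternative that changed its sign.

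Each library was also left out in turn, which leaves an arm of 1 library, and no test was run on these fits. The S phase list in SYNCRIP cells then ranged from 0.16 to 0.27. In SNU13 cells the S phase list ranged from -0.036 to 0.0027 and the G2/M list from -0.048 to 0.018. The highest values of the S phase and G2/M lists in SNU13 cells came without the first pCDH repeat. In SYNCRIP cells LIG1 ranged from -0.041 to 0.058, TDP1 from -0.51 to 0.19, RBBP8 from -0.12 to 0.11 and RAD50 from -0.021 to 0.081. In SNU13 cells TDP1 ranged from -0.49 to 0.21, RBBP8 from -0.11 to 0.12, RAD50 from -0.044 to 0.10 and ANAPC5 from -0.013 to 0.020. TDP1 turned positive only without the second pCDH repeat (0.19 and 0.21), and RAD50 turned negative in both lines without the first, and in SNU13 cells also without their first repeat. LIG1 in SYNCRIP cells changed sign without their first repeat or the second pCDH repeat, RBBP8 in SYNCRIP cells without the second pCDH repeat and in SNU13 cells without the first repeat of either line, and ANAPC5 in SNU13 cells without the second pCDH or the first SNU13 repeat. All other named genes kept their sign in these fits.

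Repeat numbers did not pair the libraries. Over the 15 pairs of groups the correlation of deviations between libraries with the same number ran from -0.11 to 0.11, and 1 was over 0.1. With the number as a block, 3192 and 1621 genes differed in SYNCRIP and SNU13 cells after cisplatin and the responses of 1102 and 75 differed. The block changed Fisher's exact test of the S phase list in SNU13 cells (0.0752). The count-based alternatives (DESeq2's Wald test, other normalizations of counts and a filter on counts) were not run, because the deposited values are not counts. The depth is unknown from TPM, which limits most what can be said of genes near the filter, such as PALB2.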

Differences from the paper's values

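The scaling with the library factors of Supplementary Data 6 was chosen after the values had been seen.

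The log2 fold change of GADD45A with cisplatin in pCDH cells was 5.28 (SD 0.0168, n = 2), and the paper's value in Supplementary Data 6 is 6.27. It was 5.32 with a pseudocount of 0.1, 4.94 with 10, 5.68 after quantile normalization, 6.10 with a common median and 5.27 to 5.30 with each library left out, and the filters, the trend and the block left it at 5.28. None of the alternatives set before the data were examined closed the gap. With the library factors of Supplementary Data 6, chosen after the values had been seen, it was 6.21, which differs from the paper's value by more than the SD. With these factors and no added pseudocount, a setting also chosen after the values had been seen, it was 6.27, within the SD of the paper's value. Over the 933 genes of that table read and tested here, the paper's log2 fold change with cisplatin in pCDH cells was higher by a median of 0.93, and 69.3% had the same sign. After cisplatin the median difference was -0.10 for SYNCRIP and 0.069 for SNU13 against pCDH cells, with the same sign for 99.1% and 83.3%. With the factors chosen after the values had been seen these medians were 0.0015, 0.00060 and -1.5e-05.

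The paper states that DNA repair genes increased in both lines after cisplatin (Fig. 6B, C). The paper's enrichment took upregulated genes against a background of all genes, so both the list and the background differ here. Against the 8118 genes tested, the DNA repair genes did not stand above other genes in SYNCRIP (median 0.13, camera with its preset correlation, p = 0.257) or SNU13 cells (median -0.044, p = 0.235). In SYNCRIP cells they did without the filter on mean TPM (camera with its preset correlation, p = 0.0139; Fisher's exact test, p = 0.00362) and were called higher by fry, a test of the list alone (p of 1.25e-05). Without the filter and with the factors chosen after the values had been seen they did not (camera p of 0.100; Fisher's exact test, p = 0.114). In SNU13 cells no setting called the list higher after cisplatin. Its median was positive with a common median (0.025), after quantile normalization (0.036) and with the factors chosen after the values had been seen (0.022, and 0.036 without the filter), with a camera p of at least 0.229, and fry called it lower (9.55e-04).

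Among the other terms of that figure, the Fanconi list in SYNCRIP cells was past 0.05 without the filter (camera with its preset correlation, p = 0.00538; Fisher's exact test, p = 0.0382), under fry (p of 1.37e-05) and with the factors chosen after the values had been seen and no filter (camera p of 0.0178, while Fisher's exact test gave 0.167). In SNU13 against pCDH cells after cisplatin the Fanconi list was not called higher under any setting run. Its response to cisplatin there differed before adjustment over the lists and not after it (camera with its preset correlation, p = 0.0209, adjusted 0.0628).

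In its discussion the paper states that cell cycle genes rose in both lines. In SYNCRIP cells both lists were higher by camera's p, the S phase list only before adjustment over the lists (0.0183, adjusted 0.0731). The S phase list was higher in these cells before cisplatin as well. In SNU13 cells the medians were -0.021 (G2/M) and -0.010 (S phase). The G2/M list was called there by Fisher's exact test with a common median (0.00699), without the filter (0.0305) and with the factors chosen after the values had been seen (0.0102, or 0.0222 without the filter), and by camera after quantile normalization (0.0397). The S phase list was called by Fisher's exact test as reported and by camera after quantile normalization (0.0397).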

Other observations

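Chosen after the result was seen were the tests of the scaling, of the share outside the table and of the SNU13 transcript for the direction of the calls. The tests without the most abundant genes and those on gene span were chosen beforehand.

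After cisplatin most called genes were higher in SYNCRIP than in pCDH cells (79.3%), while in SNU13 cells most were lower (12.6% higher). The median log2 difference over all genes was 0.088 to 0.11 over pairs of SYNCRIP and pCDH libraries and -0.073 to -0.064 over pairs of SNU13 and pCDH libraries. Genes outside the deposited table held 3.22 to 3.44% of the TPM before cisplatin and 9.06 and 9.78% in pCDH, 10.0 and 9.49% in SNU13 and 7.56 and 7.86% in SYNCRIP cells after it. The lower share in SYNCRIP cells would raise the other genes by a mean of 0.027 (0.019 to 0.035 over the pairs), less than the difference observed. The SNU13 transcript, with 1.80% of the TPM in SNU13 cells after cisplatin, would lower the others by a log2 change of -0.026, also less. With the 100 most abundant genes of each library left out of its total, the median was 0.043 in SYNCRIP cells (0.031 to 0.057). That total is of the deposited genes, so this step also takes out the share outside the table. The abundant genes and that share together may account for part of the difference, and their parts were not separated. In SNU13 cells the median was -0.012 (-0.025 to -0.00080), where the share outside the table would give -0.015 to 0.0045. A few abundant genes may be the source of most of the shift there. With a common median 44.9% of called genes were higher in SYNCRIP cells. That scaling sets the split near even whatever the cells did, so the scaling and a higher amount of most transcripts in SYNCRIP cells cannot be told apart without a measure of total RNA.

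Genes with a longer span fell more after cisplatin. Across 8112 genes, which are not independent replicates, the Spearman correlation of response and span from first to last exon was -0.52 in pCDH, -0.56 in SYNCRIP and -0.53 in SNU13 cells. Between untreated lines it was 0.12 for SYNCRIP and 0.10 for SNU13 against pCDH cells, and after cisplatin -0.084 and -0.17. The median log2 response in pCDH cells was 0.058 in the 10% of genes with the shortest span (median 3.56 kb) and -1.84 in the 10% with the longest (195 kb). The tables argue against exonic length, GC content and low expression as the cause. Exonic length here joins the exons of all annotated transcripts of a gene. The length of the mature transcript that the cells express was therefore not held fixed and stays open. Within 10 bins of equal size by exonic length the median correlation was -0.42 (-0.48 to -0.25), within bins of GC content -0.45 (-0.53 to -0.38) and within bins of mean TPM -0.46 (-0.54 to -0.40). A hypothesis is that platinum adducts block polymerases in proportion to the transcribed length. It needs a relation with span at fixed exonic length, and the partial correlation was -0.40, against -0.058 for exonic length at fixed span. Transcript half-life, which may also go with span, was not tested and stays open.

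Before cisplatin the S phase list was higher in SYNCRIP than in pCDH cells, with a median log2 difference of 0.11, 8 genes higher and 0 lower (15 and 0 at an unadjusted p under 0.05; camera with an inter-gene correlation of 0.01, p = 3.75e-06, 2.25e-05 adjusted over 6 lists). Its response to cisplatin differed from that in pCDH cells for 5 higher and 1 lower genes and did not stand apart from that of other genes (camera p of 0.935). No technical or biological explanation was tested for this difference.

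The comparisons of SYNCRIP and SNU13 with pCDH cells after cisplatin share the pCDH libraries. Their log2 fold changes had a Pearson correlation across genes of 0.317, and in 50 simulations of unchanged groups against shared controls the mean was 0.500. Called in both were 137 higher, 257 lower and 334 opposite genes. The simulations gave a mean of 0 in each class, which follows from their lack of changed genes. Their correlation of 0.500 holds for noise alone. It does not tell how much of the observed 0.317 came from the shared libraries. Scaled to a common median, the counts were 236, 280 and 178.

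In a separate experiment of the paper, viability of these lines after cisplatin was, as the paper's values, 29.6% (SD 4.02, n = 2) in pCDH, 48.0% (SD 0.339, n = 2) in SNU13 and 51.5% (SD 8.41, n = 2) in SYNCRIP cells. On the first principal component of the libraries, the treated cells were in another order, at 57.4 and 56.3 for SYNCRIP, 65.7 and 64.0 for pCDH and 70.8 and 72.3 for SNU13.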
